# Interleukin 27-induced photoreceptor survival is associated with suppression of a novel Muller glia subpopulation

**DOI:** 10.1186/s12964-026-02885-1

**Published:** 2026-04-16

**Authors:** Laura D. McGee, Brandon M. Bessen, James J. Dollar, Marco Galizia, Saili Khorjekar, Ashley N. Zuniga, Stefan Kurtenbach, Abigail S. Hackam

**Keywords:** Retinal degeneration, rd10, Neuroprotection, Neuroinflammation, IL-27, Muller glia, snRNA-seq

## Abstract

Retinal degenerations are associated with aberrant activation of inflammation. Interleukin-27 (IL-27) is a cytokine with anti-inflammatory and neuroprotective activities in the CNS. However, the molecular and cellular mechanisms by which IL-27 mediates its neuroprotective effects remain unclear. The rd10 mouse model of retinal degeneration received an intravitreal injection of IL-27 or saline prior to degeneration. IL-27 induced sustained retina protection for at least four weeks after injection. SnRNA-seq analysis demonstrated suppression of a unique Muller glia subpopulation in IL-27 treated mice. Moreover, snRNA-seq revealed differential expression of distinct gene categories across glial and photoreceptor cell types, including genes involved in ATP synthesis, metabolism, protein translation, apoptosis, inflammation and extracellular matrix. Therefore, reducing reactive inflammation in early retinal disease with IL-27 leads to changes in numerous cellular pathways and sustained neuroprotection in rd10 mice. Additionally, our findings suggest that suppression of a specific Muller glia subpopulation contributes to the neuroprotective effect of IL-27. Therefore, this study identified new pathways of neuroprotection in the retina.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-026-02885-1.

## Key findings

1) Intravitreal injection of the IL-27 cytokine in retinal degeneration 10 (rd10) mice early in disease leads to sustained photoreceptor protection for at least four weeks.

2) IL-27 - mediated photoreceptor protection is associated with suppression of a novel Muller glia subpopulation and alteration of extracellular matrix and metabolic pathways in glia.

3) These results demonstrate that IL-27 is a potent protective molecule that alters the inflammatory and glial characteristics of the retina to induce photoreceptor survival.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-026-02885-1.

## Background

Inherited retinal diseases (IRD) belong to a large family of conditions that are characterized by retinal dysfunction and degeneration, leading to progressive vision loss and in severe instances resulting in blindness. Retinitis pigmentosa (RP) is a class of IRD with symptoms that include night blindness, peripheral vision loss and eventual deterioration of central and color vision due to rod then cone photoreceptor death [1]. While experimental therapies such as gene replacement strategies offer benefits to specific patients, treatment options are limited and there are no cures for the majority of affected individuals [2]. Moreover, because RP is associated with mutations in over 90 genes, a major focus of the field is on identifying mutation-independent approaches that halt or delay degeneration.

The well-characterized rd10 mouse model of RP is a mouse line in which rod and cone photoreceptors degenerate in a central to peripheral pattern due to a spontaneous missense mutation in the visual cycle gene Pde6β [3]. In rd10 mice, rod photoreceptor degeneration peaks at approximately post-natal day (P) 25–30 followed by secondary cone degeneration, resulting in near-total loss of photoreceptors by P45-P60 [4]. Early structural changes in the inner segment/outer segment region (IS/OS) are evident prior to photoreceptor death at P14-18 [5], and hyperreflective opacities in the vitreous that represent inflammatory cells are visible by OCT at P20 [5]. The predictable and consistent degeneration of the rd10 mouse makes it useful for investigating mechanisms of photoreceptor death and characterizing the beneficial effects of experimental IRD treatments.

Inflammatory changes during retinal degeneration have been demonstrated in multiple studies in humans and mouse IRD models. The current understanding is that inflammatory cells, primarily microglia and macrophages, contribute to the progression of retinal degeneration [6–8]. Neuroinflammatory changes in rd10 include inflammatory cell migration to the outer nuclear layer (ONL), increased expression of inflammation genes and activation of oxytosis/ferroptosis and other cell death pathways [9, 10]. Furthermore, various anti-inflammatory agents, including broad-acting drugs and targeting specific inflammatory pathways, provide short-term delay of rod and cone degeneration [7, 9, 11]. However, inflammation also confers beneficial effects in the retina, including phagocytosis of dead cells and release of protective molecules [12, 13]. Therefore, further characterization of the roles of inflammatory mediators across different stages of degeneration is essential for understanding the roles of neuroinflammation in IRD and guiding development of more effective treatments.

Interleukin-27 (IL-27) is an endogenously expressed cytokine that has anti-inflammatory functions in the CNS and pro-inflammatory effects in cancerous tissues [14, 15]. We previously demonstrated that an intravitreal injection of recombinant IL-27 improved retinal function in rd10 mice when measured one week after injection and rescued vision behavior two weeks after injection [14]. IL-27-mediated protection was associated with reduced pro-inflammatory proteins and lower expression of markers of activated microglial but not fewer microglia cells [14]. IL-27 was also shown to be neuroprotective elsewhere in the CNS, including in a murine ischemia-reperfusion stroke model [16] and intracranial hemorrhage [17]. However, the basis for IL-27 mediated anti- or pro-inflammatory pathways in different tissues is unknown, and the molecular and cellular mechanisms by which IL-27 induces its neuroprotective effects are not understood. Additionally, the duration of IL-27-mediated retinal protection after reducing inflammation at the early stages of pathology has not been tested.

In this study, we investigated the mechanisms and duration of photoreceptor rescue by IL-27 in the rd10 mouse model. We tested the hypothesis that reducing inflammation at an early stage of degeneration would prolong vision rescue. We demonstrated that IL-27 induces sustained photoreceptor protection for at least four weeks after injection. Additionally, snRNA-seq analysis demonstrated differential expression of translation, inflammation, cell survival and metabolism genes in microglia, Muller glia and photoreceptors. Furthermore, cluster analysis demonstrated suppression of a unique Muller glia subpopulation in IL-27-treated mice. Therefore, these findings demonstrate that reducing reactive inflammation prior to the peak of photoreceptor degeneration using IL-27 leads to changes in Muller glia populations and alterations in the retinal inflammatory environment that contribute to sustained neuroprotection.

## Methods

### Intravitreal injections

All animal experiments followed the ARVO statement for the Use of Animals in Ophthalmic and Vision research guidelines and were approved by the Animal Care and Use Committee at the University of Miami. The rd10 mice (B6.CXB1-*Pde6b*^*rd10*^/J, stock number 004297) were purchased from Jackson Laboratory (Bar Harbor, ME). Mice were housed in cages with standard enrichment materials and control and experimental treated mice were kept at equivalent distances from overhead lighting in a 12–12 h light-dark cycle. Mice were divided into experimental or control groups at random and investigators were masked to the identity of the treatments for all analyses. For intravitreal injections, mice at post-natal day (P) 18 were anesthetized using isoflurane and 0.5% proparacaine hydrochloride drops were applied to the corneas. The mice received intravitreal injections of one microliter of either sterile phosphate-buffered saline (vehicle control) or 20 ng recombinant carrier-free mouse IL-27 (BioLegend, San Diego, CA) using a 33-gauge Hamilton needle into one eye, with the fellow right eye remaining uninjected. The 20 ng dose was shown previously to be optimal for photoreceptor protection [18]. Only mice with successful injections without bleeding or ocular swelling were included in the study. Humane euthanasia was performed using CO_2_ at various timepoints after injection and the eyes were immediately removed for retina dissection or were processed for cryosectioning.

### Optomotor response tracking (OMR)

OMR was used to measure visual acuity in mice at various timepoints (P25, 45 and 60) using an optometry device (Cerebral Mechanics, Inc.), following the procedures described in [18, 19]. The mice were placed on a circular platform in the center of the observation chamber surrounded by four monitors and a camera above the platform. Reflexive head tracking movements in response to rotating black and white columns were determined by at least two investigators masked to the treatments. Stepwise decreases in column thickness were used to identify the visual acuity threshold. Head tracking to the right in response to a clockwise rotating pattern of columns measured visual acuity of the left eye, while tracking to the left in response to a counterclockwise pattern measured visual acuity of the right eye. We compared only the responses of the left eyes (injected with IL-27 or saline, or uninjected for the untreated mice). Samples sizes, representing individual mice, are: P25: UT *n* = 6, saline *n* = 14, IL-27 *n* = 14; P45: UT *n* = 16, saline *n* = 7, IL-27 *n* = 9; P60: UT *n* = 18, saline *n* = 6, IL-27 *n* = 5. Animals were removed from the study for tissue or molecular analysis at each timepoint.

### Electroretinogram (ERG)

Light-evoked retinal responses were measured using the LKC UTAS BigShot ERG apparatus with a Ganzfeld dome, as described previously [20]. Mice at age P45 were anesthetized with an intraperitoneal injection of a ketamine/xylazine mixture and dilation drops were placed on both eyes. Platinum wire corneal electrodes were placed on each eye, a ground electrode was inserted adjacent to the base of the tail and a reference electrode was inserted subcutaneously in the forehead. ERG scotopic and photopic responses were recorded using ten flashes of increasing intensities of white (to measure rod-driven responses) or green (cone-driven responses) light, respectively, using a five second inter-flash interval. The response averages were determined using UTAS software and analyzed in Excel to obtain a and b wave amplitudes for each flash intensity. Because a-wave responses are absent at the P45 timepoint, b-wave responses were used instead as an indirect measure of photoreceptor health. Mouse a- and b-waves are highly correlated in normal and degenerating retinas [20]. Samples sizes, representing individual mice, are IL-27 *n* = 5, saline *n* = 8.

### Photoreceptor death

The DeadEnd Fluorometric TUNEL system kit (Promega, catalog G3250) was used to quantify dying cells on ten-micron frozen retinal sections according to the manufacturer’s instructions. Briefly, retinal sections were prepared from mice at P45 and placed on glass slides, *n* = 6 per group. The slides were washed in PBS, treated with proteinase K then incubated with TdT/nucleotide mixture containing fluorescein-12-dUTP, followed by reaction termination in 2x SSC and additional PBS washes. The slides were covered with Vectashield antifade mounting medium with DAPI and viewed with a Zeiss fluorescent microscope. TUNEL-positive and DAPI-positive cells in the ONL were counted along the retina by two independent investigators masked to the treatment identity. TUNEL counts were averaged from at least 6 non-adjacent sections per eye.

### Quantification of cone photoreceptors

Retinal cryosections from mice age P45, *n* = 4 per group, were washed in PBS three times then blocked using freshly prepared blocking solution (10% goat serum, 3% Triton X-100 in PBS) and incubated in a humidity chamber at room temperature for 30 min. The slides were then treated with rhodamine-labeled peanut agglutinin (PNA, 5 µg/mL, Vector Laboratories, RL-1072-5) for one hour at room temperature, washed in PBS, and then briefly air dried. The retinal sections were covered with Vectashield plus antifade mounting medium with DAPI (Vector Laboratories, H-2000), coverslips were applied, and the slides were viewed within an hour using a Carl Zeiss fluorescence microscope. Imaging was performed using DAPI to visualize nuclei and the rhodamine channel to visualize cone photoreceptor outer and inner segments. Microscope imaging parameters were kept constant for IL-27 and saline-injected mice. Cone quantification was performed in the peripheral retina of each section by tracing a 300-micron spline curve from the ciliary body along the retinal sections. A signal was considered a cone if it clearly connected to ONL and was at least 5 microns in length. Adjacent signals were counted as individual cones only if distinct projections above the ONL were visualized.

### Stat1 activity

Retinas were obtained 7 days after IL-27 or saline injection at P25 (*n* = 4 per group) and lysed in the presence of protease and phosphatase inhibitors in a volume of 100 µl. The levels of phosphorylated Stat1 (Ser727) and total Stat1 in 10 µl of retina lysate were measured using the Stat1 + total Stat1 ELISA kit (Abcam, catalog ab126455). Samples were processed according to the manufacturer’s procedures and Stat1 levels were measured in duplicate for each retina using a BMG LabTech Omega plate reader at 450 nm and compared to the standard curve. The ratio of phospho-Stat1 to total Stat1 was calculated using absolute non-normalized values for each sample to determine activated Stat1 levels.

### Retinal cytokine immunoassay

A LegendPlex custom mouse immunoassay panel (catalog 900008466, BioLegend, San Diego, CA) was used to quantify levels of 14 inflammatory proteins in retina lysates. Retinas were isolated from IL-27 and saline-injected mice one week after injection at age P25 (*n* = 4 per group) and lysed in 100 µl of PBS/0.1% NP-40 with protease inhibitors, as described previously [7]. Samples (25 µl of retina lysate) were assayed in duplicate according to the manufacturer’s instructions, and protein levels in the standards and samples were measured using a CytoFlex S (Beckman Coulter). Protein amounts using non-normalized values were derived from standard curves generated using Legendplex data analysis software.

### Microglia cell line expression analysis

The BV2 mouse microglia cell line [21] was cultured in DMEM media with penicillin-streptomycin and FBS and treated with 300 ng/ml IL-27 or saline for 24 h. The cells were then harvested by scraping and RNA was extracted using Trizol reagent (Invitrogen) following the manufacturer’s procedures. OligodT primers were used to prepare cDNA from one microgram purified RNA using Superscript VI (Thermo Fisher) and QPCR was performed using 2X Universal SYBR Green Fast qPCR Mix (Abclonal) in an Eppendorf Realplex Mastercycler. Primers to the genes of interest (Supplemental Table 1) were designed using Primer-BLAST and were separated by at least one intron. KiCqStart primers (Millipore Sigma, KSPQ12012G) were used for *Ocm* gene amplification. Relative expression levels of the target genes were calculated using the delta-delta Ct method described in https://toptipbio.com/delta-delta-ct-pcr with the ARP gene as a reference housekeeping control gene [22]. Sample size, representing independently treated plates of cells, was *n* = 3 per group.

### Immunohistochemistry

Enucleated globes from ages P20 and 25 (*n* = 3 per group) were fixed in 4% paraformaldehyde, washed with PBS and transferred to a 5% sucrose solution with constant mixing overnight at 4 °C. The eyes were then transferred to increasing concentrations of sucrose solution (10–20%) then embedded in optimal cutting temperature compound solution (Tissue-Tek) and flash frozen. The embedded eyes were sectioned into ten-micrometer sections and mounted onto glass slides. For immunostaining, slides were washed with PBS for 5 min, incubated in blocking buffer (10% goat serum in 0.3% Triton X-100/PBS) then incubated with primary antibodies diluted 1:200 to 1:400 in 2% goat serum/0.3% Triton X-100/PBS solution overnight at 4 °C (antibodies used in this study are listed in Table 1). After three consecutive washes in PBS, secondary antibody solution was added for 30 min at room temperature followed by additional PBS washes. The slides were briefly dried and then counterstained with DAPI in Vectashield mounting media. Retina sections were imaged with a Zeiss fluorescent microscope using equivalent microscope settings among treatment and control groups. Negative controls omitted the primary antibody.

**Table 1:** Antibodies used in the study

Antibody	Company	RRID	Catalog #
Agmo (TMEM195)	Proteintech	AB_2878845	21355-1-AP
Dio2	Proteintech	AB_2880538	26513-1-AP
Fbln1	Proteintech	AB_10859100	20425-1-AP
Frmpd4	Proteintech	AB_2879369	23943-1-AP
Glis1	Proteintech	AB_2879216	23138-1-AP
Lsamp	Proteintech	AB_10597712	13600-1-AP
Ninj2	Proteintech	AB_10642559	14085-1-AP
Nostrin	Proteintech	AB_10666167	20116-1-AP
Nox4	Proteintech	AB_10638146	14347-1-AP
Pou3f2 (BRN2)	Proteintech	AB_2167371	14596-1-AP
Rorb	Abcam	-	ab314650
Tox2	Proteintech	AB_2878821	21162-1-AP
anti-Rabbit AF 488	Thermo Fisher Scientific	AB_2576217	A11034

### Single nuclei RNA sequencing and integration

Single-nucleus RNA sequencing was performed by Novogene Inc. (Sacramento, CA). Nuclei were isolated from frozen mouse retinas that were collected two days after injection (age P20, *n* = 3 per group), using the Chromium Nuclei Isolation Kit (10x Genomics). The snRNA-seq libraries were prepared with the Chromium Single Nuclei 3′ Library & Gel Bead Kit (10x Genomics) and sequenced on the Illumina NovaSeq X platform. FASTQ files from single-nucleus RNA-seq were processed with Cell Ranger (10x Genomics, v9.0.1) against the 10x Genomics mouse reference. The filtered matrices were processed in Seurat (v5.2.1); nuclei were retained if nUMI > 500, nFeature_RNA ≥ 200, and percent.mt < 5%. Doublets were identified with DoubletFinder (v2.0.4) using an expected doublet rate of 8% per sample with homotypic adjustment, and predicted doublets were removed prior to downstream integration.

Sample integration was conducted with Harmony-based (v1.2.3) methodology implemented via Seurat using the first 25 dimensions. To cluster single nuclei, the nearest neighbor graph was constructed and used for Louvain cluster identification with the Seurat functions, *FindNeighbors* and *FindClusters*, respectively. UMAP dimensionality reduction was generated with the Seurat function *RunUMAP*. Cell cycle scoring was conducted with the Seurat function, *CellCycleScoring*, using reference “G2M” (*n* = 54 genes) and “S” phase (*n* = 43 genes) genes from converted to mouse orthologs. Additionally, clustering of Muller cell subpopulations was conducted by scVI integration via *scvi-tools* (v1.0.4), conducting batch correction by training with 400 epochs. Subsequent UMAP dimensionality reduction and Louvain clustering was conducted with Seurat as described with the first 10 principal components and 4000 variable features. Visualization of single-nucleus data was generated with plotting functions from Seurat, scCustomize (v3.0.1), SeuratExtend (v1.1.2), and dittoSeq (v1.18.0), with additional functions used by R packages, ggsci (v3.2.0) and cowplot (v1.1.3).

### Processing of mouse retina reference atlas and reference-based annotation of single-nucleus cohort

Reference-based annotation of snRNA-seq integrated object was conducted with a comprehensive mouse retina single-cell RNA sequencing atlas [23]. The single-cell mouse retina reference was downsampled to a maximum of 2000 cells for each cell type, and gene ensemble ID conversion to Mouse Genome Informatics gene symbols was conducted using the *M. musculus* datasets from biomart R package (v2.62.1). The reference then underwent SCTransform-based normalization with 3,000 variable features with Seurat. Following processing of reference atlas, transfer anchors between the mouse single-cell retina reference and single-nucleus cohort were calculated using log normalization and 30 dimensions with the *FindTransferAnchors* function and subsequently used to label single nuclei with the *TransferData* function from Seurat. Cell labels were verified by marker expression.

### Pseudobulk analysis of single-nucleus cohort

Following nuclei annotation, RNA counts were processed as an *SingleCellExperiment* object (v1.28.1) and used for nucleus-level quality metrics computation with the *perCellQCMetrics* function from scuttle (v1.16.0). Outlier nuclei were determined with the scuttle *isOutlier* function specifying outliers as nuclei with log2-transformed counts more than 2 median absolute deviations from the log2-transformed median count. Genes expressed by 10 or fewer nuclei were removed before library size factors were computed and log-transformed normalization of RNA counts generated using scuttle functions *computeLibraryFactors* and *logNormCounts*, respectively. Normalized count matrices for pseudobulk samples were generated by sum-based aggregation by samples and cell types. Negative binomial differential expression analysis was conducted using the DESeq2 R package (v1.46.0) with p-values adjusted by Benjamini-Hochberg procedure and with an alpha set to 0.05. Shrinkage of log2 fold changes was conducted with the *lfcShrink* function from DESeq2, using the adaptive Student’s t prior shrinkage estimator implemented with the R package, apeglm (v1.28.0). Principal component analysis (PCA) of pseudobulk samples was conducted with sum-aggregated RNA counts of the top variable genes. Variable genes which were determined with the *rawVars* function from matrixStats (v1.5.0) from regularized log transformed counts generated with the *DESeqDataSetFromMatrix* and *rlog* functions from DESeq2. PCA plots were generated with the DESeq2 function, *plotPCA*. Visualization of differential expression analysis was conducted with the ggplot2 (v3.5.1) and EnhancedVolcano R packages (v1.24.0).

### Single-nucleus differential expression analysis and gene set enrichment analysis (GSEA)

The Seurat function *FindAllMarkers* with Wilcoxon testing was used for comparison of multiple cell clusters for markers. For differential expression analysis of snRNA-seq counts were analyzed with the R package, edgeR (v4.4.2), using QLF-based methodology and setting cellular detection rate as a covariate [24, 25]. The percentage of cells expressing a gene per group was computed with the function *Percent_Expressing* from scCustomize. False discovery rate (FDR) correction was used to adjust p-values. GSEA was conducted using clusterProfiler (v4.14.6) with significantly differentially expressed genes (adjusted p-value < 0.05) ranked according to log_2_ fold change. Reference mouse gene set collections were accessed with the R package, msigdbr (v7.5.1). Additional functions and visualization tools implemented from DOSE (v4.0.0), enrichplot (v1.26.6), ggplot2, and EnhancedVolcano R packages.

### Cell-cell communication network analysis

The R package CellChat (v2.1.2) was used to infer the cell-cell communication network, signaling strengths and interaction counts for cell populations. The murine CellChat ligand-receptor database was used for network construction. Cell-cell communication networks were analyzed by individual samples and by treatment group for IL-27 treated and saline control retinas. Log-normalized RNA expression was used to generate the CellChat object, which was subsequently processed by CellChat functions, *identifyOverExpressedGenes* and *identifyOverExpressedInteractions*. The communication probabilities and inferred communication network was generated with *computeCommunProb*. Cell-cell communication was filtered for signal present in at least 10 nuclei with *filterCommunication*. Pathway-level summation of ligand-receptors signal within cell-cell communication networks was calculated with *computeCommunProbPathway* and aggregated with *aggregateNet*. Network centrality scores were calculated by *netAnalysis_computeCentrality* function. Signaling network functional similarity was calculated with *computeNetSimilarity* and used for Manifold-based classification with the functions, *netEmbedding* and *netClustering*, respectively. The function, *rankNet*, was utilized to compute ranked signaling weight differences between treatment groups. Incoming and outgoing signaling for cell types were compared and plotted with the function, *netAnalysis_signalingChanges_scatter*. Significance was determined by two-tailed Wilcoxon test.

### Gene ontology enrichment analysis

Differentially expressed genes from the snRNA-seq data with FDR < 0.05 were categorized using Gene ontology (GO) terms with PANTHER software, Version 19.0 [26]. Gene enrichment was determined using *Mus musculus* as the reference list and Fisher’s exact test for the following terms: Biological process, Molecular function and Protein class. Significant fold enrichment (positive or negative) for the various GO categories was indicated by FDR < 0.05. Primary literature sources were used to confirm biological processes and functional annotations when necessary.

### Statistical analysis

GraphPad Prism was used for plotting data and statistical analyses. Statistical analysis of OMR tests used two-way ANOVA followed by Tukey’s multiple comparison tests. One-way ANOVA was used for analysis of photoreceptor rows, and Student’s t-test was used for comparisons between two groups for QPCR, Stat1 activation, cone photoreceptors and immunoassays. Comparisons of the total number of TUNEL-positive cells used weighted means and combined variances from IL-27 and saline treatments calculated at P25 [18] and P45, followed by analysis using unpaired t-test with Welch’s correction. ERGs were analyzed using a Wilcoxon rank sum test.

## Results

### IL-27 alters the inflammatory environment in the retina

IL-27 regulates inflammatory signaling pathways by activating Jak-Stat pathways, primarily Stat1 and Stat3, in inflammatory cells and various tissues, including retina [27, 28]. Stat1 is an important transcriptional regulator of numerous pro- and anti-inflammatory genes and an effector of normal retina function [29]. To determine whether IL-27 signaling remains active one week after injection, the amount of Stat1 activation (phospho STAT1/total STAT1) was measured by ELISA assays in retinal lysates after injection of the optimal IL-27 dose established previously [18]. As shown in Fig. 1, Stat1 activation was significantly higher in IL-27-injected eyes compared to saline-injected eyes. Although the half-life of IL-27 in the mouse eye is expected to be only ~ 1 h, as shown for related cytokines [30], this result demonstrates that Stat1 activation remains elevated one week after injection and could continue to regulate inflammatory and other cellular pathways stimulated by the initial IL-27 injection.

**Fig. 1:**
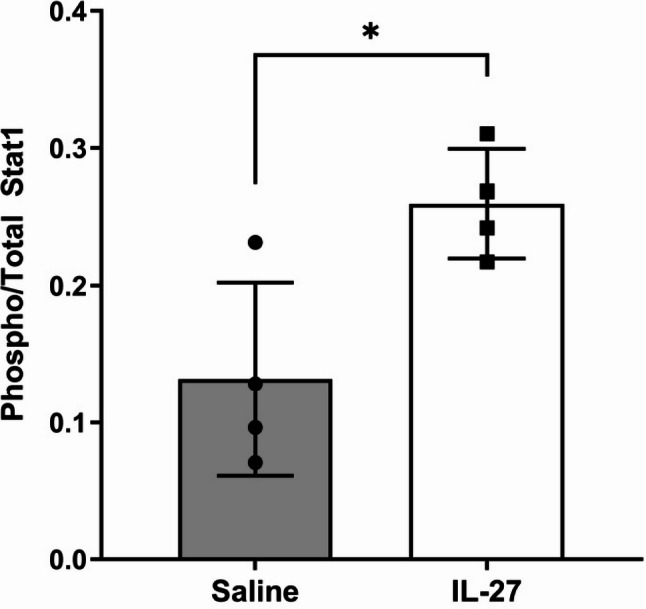
IL-27 induces Stat-1 activation one week after injection. ELISA assays on retina lysates measured total and activated (phospho-Ser727-STAT1) levels at P25. The ratio of phospho-Stat1 to total Stat1 is shown for retinas from IL-27 injected eyes and saline control. *p=0.0196, n=4/group

We next investigated inflammatory mediators regulated by IL-27. In a previous study, we demonstrated that intravitreal injections of IL-27 altered cytokines in the retina when measured three days after injection [18]. To determine whether IL-27-induced inflammatory changes persisted over a longer duration, particularly during the period of maximal photoreceptor degeneration, we examined levels of inflammatory proteins in retinal lysates one week after IL-27 injection using multiplex immunoassays. As shown in Fig. 2, IL-27 treatment led to reduced expression of multiple cytokines, including IL-18, IL-23, IL-27, IL-33, IL-10, CCL2, and CCL22. Several of these cytokines have pro-inflammatory functions, such as IL-18 and Ccl2, whereas others, such as Ccl22 and IL-10, function as both pro- and anti- inflammatory cytokines depending on the tissue context [31]. Interestingly, IL-27 reduces its own expression, suggesting a negative-feedback effect or overall general suppression of inflammatory pathways. Other cytokines that were examined, CxCL13, CxCL10, CCL17, IL-1β and IL-4, were not changed by IL-27 at the timepoint tested (results not shown).

**Fig. 2:**
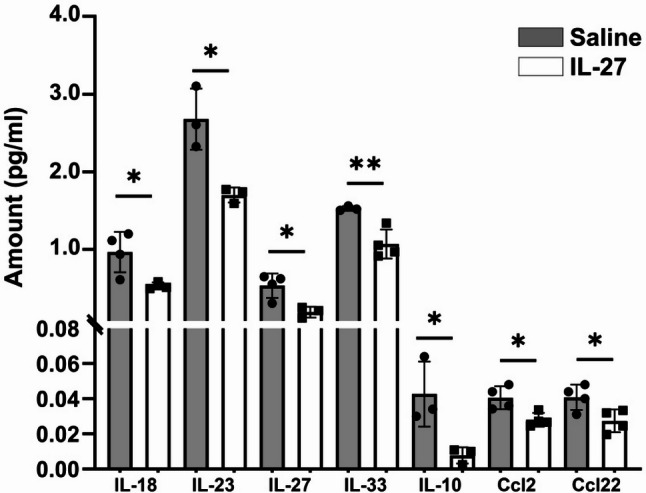
IL-27 suppresses numerous cytokines one week after injection. Multiplex immunoassays were used to measure cytokine levels in retinal lysates from mice injected with IL-27 or saline. IL-27 reduced expression of multiple pro-inflammatory cytokines. *p<0.05, **p<0.01, n=4/group

The microglia cell line BV2 expresses IL-27 and IL-27 receptor genes [18]. To determine the effect of IL-27 on microglial expression of inflammatory genes, BV-2 cells were treated with IL-27 or saline vehicle control and gene expression was examined by qPCR. As shown in Fig. 3, IL-27 reduced expression of multiple pro-inflammatory genes including Trem2, P2ry12, TNFα, OCM, Gal3 and IL-1α. Additionally, IL-27 increased expression of the anti-inflammatory cytokine TGFβ and Arg1, a marker of anti-inflammatory microglia, whereas NOS2, a marker of pro-inflammatory microglia, was not changed. Therefore, IL-27 regulates inflammatory gene expression in microglia, which may contribute to changes in the overall inflammatory microenvironment in the retina.

**Fig. 3:**
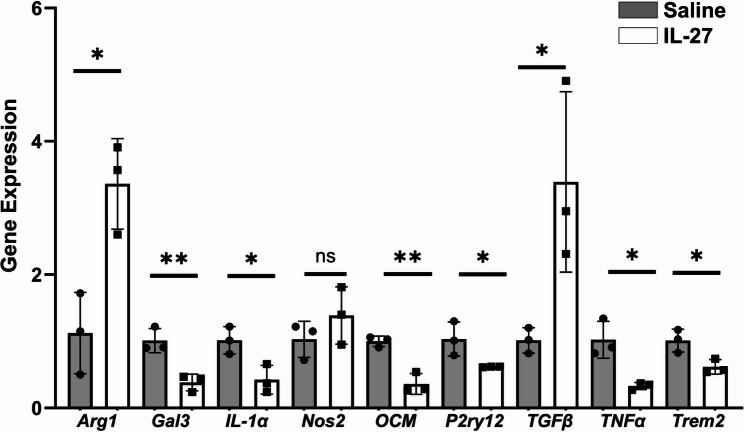
IL-27 regulates inflammatory genes in a microglia cell line. Cultured mouse microglia BV-2 cells were treated with IL-27 or saline and analyzed by qPCR. Increased expression of anti-inflammatory Arg1 and TGFβ and reduced expression of multiple pro-inflammatory cytokines confirm regulation of inflammation by IL-27. *p<0.05, **p<0.01, n=3/group

### IL-27 induces sustained photoreceptor survival

We next used several approaches to characterize the effect of IL-27 on retinal structure and function to determine whether inflammatory changes lead to sustained retinal protection 4 and 6 weeks after injection. Visual acuity was measured using the optomotor response over time across different treatment groups. As shown in Fig. 4A, visual acuity measured one week after injection at P25 was equivalent between saline and IL-27 injected groups despite higher ERG recordings in IL-27 injected mice at this timepoint measured previously [18]. Both treatments were ~ 70% higher than untreated rd10 mice at P25. When acuity was measured in the same animals at four weeks post-injection (P45), the IL-27-injected mice maintained visual acuity and it was almost three-fold higher in the IL-27 injected mice than saline-injected mice, indicating significant retinal protection by IL-27. In contrast, the visual acuity of the saline injected group was equivalent to untreated mice at P45 (Fig. 4A). The transient protective effect of saline at P25 was likely due to injury-induced neurotropin expression [32]. When tested 6 weeks after injection (P60), visual acuity was reduced in the IL-27 group and all three groups showed equivalent acuity. Therefore, IL-27 injection early in degeneration preserved vision for at least four weeks, delaying the natural decline in vision in this IRD model.

**Fig. 4:**
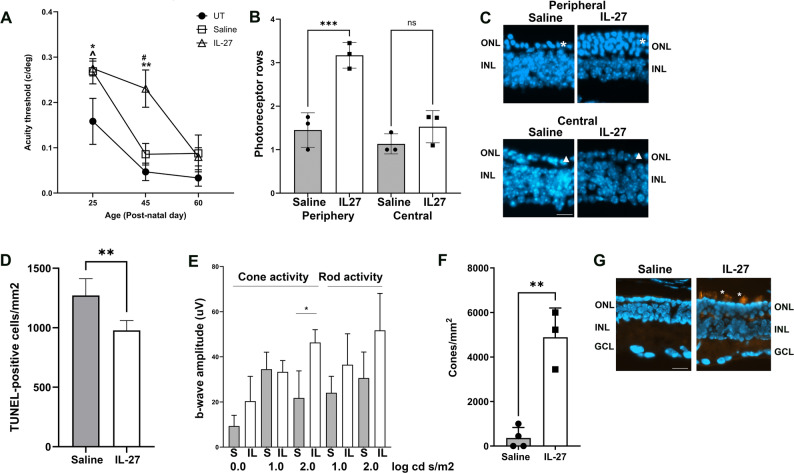
Delivery of IL-27 early in disease leads to sustained photoreceptor rescue measured four weeks after intravitreal injection. Mice were injected at P18 and phenotypes were analyzed at P45. **A** IL-27 increases visual acuity at P45 compared to saline and untreated (UT) rd10 mice, indicating a delay in vision loss following injection. Only the responses of the left eyes are shown (injected with IL-27 or saline, or uninjected for the untreated mice). **p=0.0003, IL-27 vs. UT; #*p*=0.0121, IL-27 vs. saline; *p=0.039, saline vs. UT; ^*p*=0.0192, IL-27 vs. UT. Sample sizes: P25: UT *n*=6, saline *n*=14, IL-27 *n*=14; P45: UT *n*=16, saline *n*=7, IL-27 *n*=9; P60: UT *n*=18, saline *n*=6, IL-27 *n*=5. **B** IL-27 injection resulted in more photoreceptor rows in the peripheral retina compared to saline injection controls at P45, indicating photoreceptor rescue. *p=0.001, *n*=3/groups. There was no difference in the number of photoreceptor rows between treatments in the central retina. **C** Representative images showing more photoreceptor nuclei in the outer retina in IL-27 injected eyes compared with saline controls in the peripheral (asterisks) but not the central retina (triangles). The DAPI signal brightness was increased for the central retina images while constructing the figure to better visualize the retinal layers. **D** IL-27 injection reduced the total number of dying photoreceptors in the ONL, measured by TUNEL assay as in [18], compared to saline *p=0.022, *n*=6 per group. **E** ERG analysis on IL-27 injected mice showed higher cone-driven responses than saline controls at the highest flash intensity at P45 but not other intensities, indicating a mild but significant improvement in visual function. Scotopic (white light, rod responses) and photopic (green light, cone responses) b-wave amplitudes for different flash intensities in log cd.s/m2 are shown. *p=0.045, averages and standard error are shown, IL-27 (IL) *n*=5, saline (S) *n*=8. **F** PNA-labeling to visualize cone photoreceptors shows higher numbers of cones in IL-27 injected eyes at P45 compared to saline *p=0.013, *n*=4 per group. **G** Representative images of PNA-labeled cone photoreceptors are shown (orange, asterisks). Scale bars, 25 µm. ONL, outer nuclear layer, INL, inner nuclear layer, GCL, ganglion cell layer

To assess photoreceptor survival, rows of nuclei in the ONL were counted from retinas obtained four weeks after injection. At this timepoint in rd10 mice, the ONL nuclei are expected to be a single row representing mostly cone photoreceptors [4]. As shown in Fig. 4B-C, the number of photoreceptor rows in the peripheral retina of IL-27-injected mice was 3.17 *±* 0.295, which was approximately two-fold higher than photoreceptor rows in saline-injected mice (1.45 *±* 0.397, *p* = 0.0012). The number of photoreceptor rows in the central retina was equivalent between the treatment groups (IL-27: 1.15 *±* 0.215, saline: 1.57 *±* 0.419, *p* = 0.4702), as expected due to more severe degeneration in the central retina. Consistent with increased photoreceptor row counts in IL-27 injected mice, TUNEL assays demonstrated that the total number of TUNEL-positive photoreceptors was lower in retinas from IL-27-injected mice compared to saline-injected mice (IL-27: 978 cells/mm^2^ *±* 141, saline: 1271 *±* 82 cells/mm^2^, *p* = 0.0022), confirming lower photoreceptor death in IL-27-injected retinas (Fig. 4D).

ERG analysis was performed on the mice four weeks after injection at P45 to quantify whether IL-27 rescues functional responses to light. ERG responses in rd10 mice are usually minimal to absent at P45 [33]. Although ERG amplitudes were low as expected, cone-driven b-wave amplitudes in IL-27-injected mice were two-fold higher than those in saline-injected mice at the highest light intensity level, although they were not significantly different at lower light intensities (Fig. 4E). Rod-driven b-waves (Fig. 4E), and rod and cone a-waves (data not shown) were minimal and equivalent in both groups. To determine whether higher photopic ERGs in IL-27-injected mice corresponded to an increase in the number of surviving cone photoreceptors, we used PNA staining to detect and quantify cones. IL-27 injected eyes showed extensive PNA labeling and we identified numerous cone photoreceptors in the outer retina, although the cone outer segments had reduced lengths. In contrast, saline injected retinas had minimal PNA labeling, and all detected cones had rudimentary and extremely dysmorphic outer segments. Quantification of cones in the peripheral retina demonstrated more cones in IL-27 injected eyes (IL-27: 4,889 *±* 1,311 cones/mm^2^, saline: 360 *±* 474, *p* = 0.0013) (Fig. 4F-G). The central retina had no discernible cone photoreceptors in either IL-27 and saline injected retinas (data not shown), consistent with lower photoreceptor nuclei counts in the central region (Fig. 4B-C). Together, the findings of higher visual acuity, increased photoreceptor counts, reduced TUNEL-positive cells and increased ERG responses in the IL-27-injected mice indicate partial rescue of photoreceptor function that persisted for 4 weeks after the initial injection.

### Integration and annotation of mouse retina single nuclei

Analysis of Stat1 and cytokines at P25 indicated changes in inflammatory pathways lasted at least one week after injection. 

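Retinal nuclei from rd10 mice were profiled in 6 droplet libraries collected at P20, 3 after an injection of 20 ng IL-27 at P18 (replicates 4, 5 and 10) and 3 after saline (replicates 1, 2 and 6). The authors counted UMIs with Cell Ranger, removed doublets with DoubletFinder, integrated the libraries with Harmony and annotated nuclei against a retina atlas. The deposited values are whole UMI counts for every barcode that Cell Ranger called, with no normalization and no further filter, and they held 8968 to 9965 barcodes and 36678332 to 48260748 UMIs per library. Here, barcodes with more than 500 UMIs, at least 200 genes and under 5% mitochondrial counts were kept, doublets were removed with Scrublet, nuclei were clustered with the Louvain method without integration, and clusters were named from fixed marker lists. The nuclei retained had a median of 3787, 3596.5 and 3726 UMIs in the saline libraries and 3052, 3607 and 2782 in the IL-27 libraries, in the order of the replicates above. Nuclei of 1 library are not independent replicates, so counts were summed per library over the nuclei of a cell type, leaving out nuclei over 2 median absolute deviations from the median log2 total, and the 3 against 3 sums were compared with edgeR. Levels are given as CPM, the counts of a gene scaled to the total of these sums, and log2FC as IL-27 over saline. The choices that could change the numbers most were the test, the filter on genes with low counts, the removal of doublets, the clustering and the libraries included. Single values per library were compared with two-sided exact permutation tests, whose smallest possible p with 3 against 3 libraries is 0.1. Gene positions come from GENCODE M21 on GRCm38, an annotation in which 32158 of the 32285 gene identifiers (99.6%) were found, as neither the paper nor the files name a genome build.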

To investigate earlier molecular and cellular changes in the retina in response to IL-27 that may contribute to photoreceptor protection at later timepoints, we performed snRNA-seq on retinas obtained at P20, two days after IL-27 or saline injection. This timepoint was chosen because cells in the ONL are actively dying but cell loss is minimal, and it is at least five days before the peak of degeneration at P25-P30 when dramatic thinning of the ONL is observed [4]. 

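Of 56634 barcodes, 56205 passed the filters on UMIs, genes and mitochondrial counts, and 4014 of these were removed as doublets at an expected rate of 8% with a homotypic adjustment, 2050 from saline and 1964 from IL-27 libraries. This left 52191 nuclei, 26125 from saline and 26066 from IL-27 treated retinas. The mean was 8698.5 nuclei per library, against 9367.5 with no removal of doublets and 7207.8 with the stricter limit of 1% mitochondrial counts, which moved it most.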

Following quality filtering and doublet removal, we performed Harmony-based integration, dimensionality reduction, and clustering of 51,988 single nuclei from treated mouse retina (Supplemental Fig. 1a), yielding similar numbers of captured nuclei for both IL-27 (*n* = 25,934 nuclei) and saline (*n* = 26,054 nuclei) treatment cohorts (Fig. 5A). Next, we processed a comprehensive single-cell mouse retina atlas as a reference [23] to conduct reference-based annotation of our single nuclei cohort. This annotation revealed clusters of retinal cell populations (Fig. 5B) and subpopulations (Supplemental Fig. 1b) exhibiting strong overlap with unsupervised Louvain clusters (Supplemental Fig. 1c). 

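The retained nuclei fell into 36 clusters, and a cluster was named when at least 3 marker genes of a class, found in at least 10% of its nuclei, stood above the mean of the clusters. Named in this way were 15534 rods, 3336 cones, 10423 BC, 11201 AC, 494 HC, 2142 RGC, 5304 Muller glia, 1558 microglia, 292 astrocytes, 242 endothelial cells and 117 pericytes. A group of 144 nuclei that clustered with Muller glia also carried rod markers and was set aside. No cluster met the rule for RPE, so RPE was not analysed here, and 3 clusters with 1404 nuclei matched no class. Each of the 11 cell types had at least 10 nuclei in every library.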

Annotation of cell type was verified by expression of associated markers for identified cell types (Fig. 5C), confirming the presence of bipolar cells (BC), horizontal cells (HC), retinal ganglion cells (RGC), amacrine cells (AC), rod and cone photoreceptors, Muller glia, microglia and retinal pigmented epithelial cells (RPE).

**Fig. 5:**
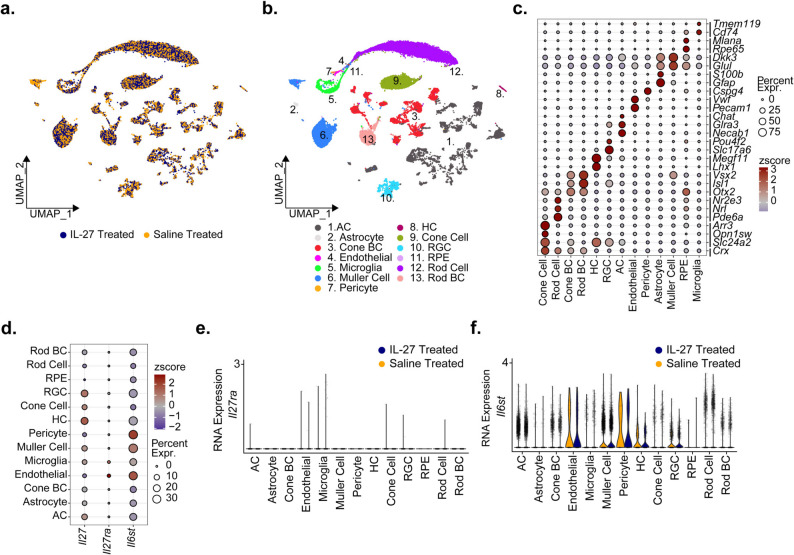
Overview of single-nucleus RNA sequencing (snRNA-seq) to deconvolute IL-27 treatment response in murine retina at single cell resolution. (**a-b**) Uniform Manifold Approximation and Projection (UMAP) dimension reduction plot displaying 51,988 single nuclei from IL-27 treated (n=3) and saline control treated (n=3) murine retina. Cells annotated by (**a**) treatment cohort and (**b**) major cell type. (**c**) Verification of cell type annotation by dot plot displaying the RNA expression of cell type associated genes by major populations. Dot color indicates the zscore (scaled average expression) while the size indicates the percentage of cells expressing that gene. (**d**) RNA expression of Il27 and IL-27 receptors, Il27ra and Il6st, in all retina cell types exhibited by dot plot. (**e-f**) RNA expression of IL-27 receptors, (**e**) Il27ra and (**f**) Il6st, in all cell type populations split by treatment group demonstrated with stacked violin plot. Abbreviations: Expr., Expressed. BC, bipolar cells; HC, horizontal cells; RGC, retinal ganglion cells; AC, amacrine cells; RPE, retinal pigmented epithelial cells

Once annotated, we assessed the expression of *Il27* and its associated receptors, *Il27ra* and *Il6st*, in the retinal cell populations (Fig. 5D). *Il27* expression appeared in several cell populations, including neurons (RGC, HC) and glia, consistent with previous IHC analysis [18]. In contrast, *Il27ra* was expressed by endothelial cells and microglia but was not widely detected across retinal cell types. 

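Il27 (ENSMUSG00000044701, chromosome 7, 126589010 to 126594941) was highest in microglia, at 36.1 ± 8.58 CPM (SD, n = 6 libraries), followed by cones at 31.0 ± 7.92 CPM. It reached 24.1 ± 5.83 CPM in HC, 23.0 ± 7.41 CPM in Muller glia, 20.9 ± 4.57 CPM in RGC and 20.4 ± 7.02 CPM in rods (SD, n = 6 libraries each). At least 1 UMI of Il27 was found in 21.6% of HC nuclei (95% exact Clopper-Pearson interval 18.1 to 25.6%) and 18.8% of RGC nuclei (17.1 to 20.6%), against 2.80% of rod nuclei (2.55 to 3.08%). These intervals cover counting error only, and the median depth of the nuclei was 9898, 9411 and 1285 UMIs in turn. With each nucleus thinned to 1000 UMIs, which left out 0 HC, 2 RGC and 3712 rod nuclei below that depth, the share was 1.44% in HC (0.582 to 2.95%), 1.85% in RGC (1.3 to 2.54%) and 2.08% in rods (1.82 to 2.36%). At equal depth the HC and RGC shares were no higher than that of rods, which is taken as the background of free RNA. Thinning moved the order of the cell types most, with HC ranked 3 by CPM and 9 by thinned share. The thinned share was highest in cones, at 3.575% (2.97 to 4.27%), followed by microglia at 3.14% (2.31 to 4.16%), so at equal depth these types changed places; only the cone interval lay above that of rods. The 9 types other than microglia and cones lay at 10.4 to 24.1 CPM, and no type is known to lack Il27, so these levels are not separated from free RNA. By group, microglia were at 43.2 ± 2.89 CPM in saline control and 29.0 ± 5.07 CPM in IL-27 libraries (SD, n = 3 each; edgeR log2FC -0.62, adjusted p 0.9993), and cones stood above them in IL-27 replicates 4 (38.2 against 28.5 CPM) and 5 (27.6 against 24.3 CPM). The IL-27 mean was lower in all 11 types, with each saline library above each IL-27 library in microglia, HC, BC and astrocytes.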

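Il27ra (ENSMUSG00000005465, chromosome 8, 84030294 to 84042589) gave 13 UMIs in 12 of 1544 microglia, a share of 0.777% (95% exact Clopper-Pearson interval 0.402 to 1.35%), and UMIs in 4 of 236 endothelial nuclei, 1.69% (0.464 to 4.28%). RGC gave 3 UMIs, cones 2 and AC 1. None were found in 15019 rod, 5301 Muller, BC, HC, astrocyte or pericyte nuclei. Median depths were 2119 UMIs in microglia and 2365.5 in endothelial nuclei, against 4309 in Muller glia. In nuclei thinned to equal depth the share was 0.409% in microglia and 0.467% in endothelial nuclei, and a count of 0 in Muller glia allows up to 0.057%. Il27ra thus sits near the limit of detection at this depth in every cell type.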

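Il6st (ENSMUSG00000021756, chromosome 13, 112464070 to 112510086) reached 185 ± 61.7 CPM in pericytes, 149 ± 22.6 CPM in endothelial nuclei, 107 ± 3.01 CPM in Muller glia and 106 ± 16.8 CPM in microglia (SD, n = 6 libraries each). Rods followed at 63.3 ± 7.85 CPM. A UMI was found in 35.0% of pericyte, 32.6% of endothelial, 36.6% of Muller and 20.2% of microglial nuclei, against 8.18% of rods. At equal depth these shares were 18.2%, 16.4%, 10.5% and 10.4%, against 5.91% in rods, and pericytes, endothelial nuclei and Muller glia ranked 1, 2 and 3 both by CPM and by thinned share.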

The *Il6st* receptor was expressed in several cell types, with pericytes, endothelial cells and Muller cells appearing to be some of the strongest expressors of *Il6st* (Fig. 5D). To assess whether transcription of these receptors was altered with IL-27 treatment, we conducted differential expression analysis for each cell population comparing IL-27 treated versus saline control retinas. 

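Il6st had enough counts to be tested in 10 of the 11 cell types, whereas Il27ra was under the filter of 10 counts in every type. The log2FC of Il6st lay between -0.10 and 0.30, and the smallest unadjusted p was 0.116. No test passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest value was 0.990, and 0 of the 10 passed an unadjusted p of 0.05. Adjusted over the list alone, 0 passed as well. DESeq2 and edgeR with no filter on low counts each gave 15 tests, with Il27ra included, and 0 calls. Leaving out IL-27 replicate 4 moved the smallest edgeR adjusted p most, to 0.648, still without a call, and this value ranged from 0.648 to 0.9995 over the alternatives.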

Single-nucleus differential expression analysis revealed that neither *Il27ra* nor *Il6st* were significantly dysregulated with IL-27 treatment for any cell type (Fig. 5D-F).

Next, gene annotation was used to identify cellular pathways regulated by IL-27. Differentially expressed genes in each cell type with FDR < 0.05 were analyzed for enrichment of molecular functions and biological processes using the PANTHER software tool. The GO categories (italicized henceforth) of upregulated genes in IL-27 treated eyes showed unique cellular pathways and protein classes in the various cell types (Table 2). For example, upregulated genes in rod photoreceptors showed over-representation of genes involved in normal rod function (*photoreceptor cell maintenance*, 10-fold enriched, *synaptic vesicle clustering*, 23-fold), consistent with IL-27 protecting photoreceptors from damage and degeneration. 

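Sums over rod nuclei allowed 13573 genes to be tested. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene passed an adjusted p-value of 0.05 as higher with IL-27, Prss56, and 0 as lower, while 246 higher and 207 lower genes had an unadjusted p under 0.05. Prss56 was at 1.58 ± 0.976 CPM in saline control and 21.3 ± 9.75 CPM in IL-27 treated rods (SD, n = 3 libraries each), a log2FC of 3.71 (SE 0.42, edgeR adjusted p 0.00447). Its level in rods was 14.2% of that in Muller glia of the same libraries, within the range of 3.03 to 115% that 11 Muller marker genes gave in rods, and Adamts19, at 365 CPM in Muller glia of these libraries, was at 1.04% in rods, under that range. The call was lost without saline replicate 1 (0.107) or saline replicate 6 (0.0801), with a range of 2.44e-10 to 0.107 over the alternatives. The number of genes moved most with no filter on low counts, to 7. A set of 21 phototransduction genes, 7 higher and 14 lower, had a median log2FC of -0.04 (camera adjusted p 0.0415), and a median of 0.02 without IL-27 replicate 5; it was not called without any 1 of the saline replicates (0.0611, 0.175 and 0.0859 without replicates 1, 2 and 6) or with all nuclei summed (0.0721). Over all cell types, 94 such set comparisons were tested and camera, with a preset correlation of 0.01, called 40, none of which was called by fry or with an estimated correlation. In 4 of the 40 the 3 libraries of a group all lay on one side of the other 3, against a share of 10% by chance.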

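In cones 11041 genes were tested, and 0 passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 188 higher and 216 lower at an unadjusted p under 0.05. Without saline replicate 1, 3 genes were called, all lower with IL-27, and without the filter on low counts 2. The phototransduction set was lower in cones, with a median log2FC of -0.29 over 21 genes, 20 of them lower (camera adjusted p 2.01e-08), but fell short of the threshold without IL-27 replicate 5, at -0.06. In Muller glia, 23 phosphodiesterase genes with symbols starting with Pde had a median log2FC of 0.03, 13 higher and 10 lower (camera adjusted p 0.598). The sign of this median turned without saline replicate 2 and without IL-27 replicate 4, to -0.03 in both.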

In cones, enriched GO categories included *cGMP metabolic process* (29-fold enriched) and *neural retina development* (5-fold enriched), and in Muller glia, *phosphodiesterases* and *TORC2 signaling* were enriched (5- and 16-fold, respectively), indicating increased signaling activity in IL-27 injected eyes. Muller glia also included *defense response to virus* (6-fold) in the upregulated gene list, indicating regulation of inflammatory signaling. 

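A fixed set of interferon-response genes, 44 of which were tested in Muller glia, had a median log2FC of 0.34, with 43 genes higher and 1 lower in IL-27 treated retinas (camera adjusted p 5.56e-07). The shift was -0.190 ± 0.457 in saline control and 0.190 ± 0.593 in IL-27 libraries (SD, n = 3 each), so the groups overlapped. Across fits that each left out 1 library the median ran from 0.10 to 0.65, and without saline replicate 6, at 0.10, the set was not called. Other splits of the 6 libraries into 3 against 3 gave as small a camera p in 5 of 10 cases, the real split included.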

Upregulated genes in microglia, the predicted direct target cells of IL-27, included *positive regulation of cell communication* (4-fold enriched), *cellular response to oxygen-containing compound* (5-fold) and several tissue development categories.

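In microglia 9046 genes were tested. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 were higher and 2 were lower with IL-27 at an adjusted p-value of 0.05, with 121 higher and 225 lower at an unadjusted p under 0.05. Cntn5 (ENSMUSG00000039488, chromosome 9, 9660891 to 10904775) was at 184 ± 19.3 CPM in saline control and 38.9 ± 15.2 CPM in IL-27 treated microglia (SD, n = 3 libraries each), a log2FC of -2.26 (SE 0.25, edgeR adjusted p 0.00365). Zmat4 (ENSMUSG00000037492, chromosome 8, 23636019 to 24156585) fell from 86.5 ± 16.6 to 13.7 ± 5.22 CPM (SD, n = 3), a log2FC of -2.65 (SE 0.30). Both were called in each of 11 alternatives, with edgeR or DESeq2 adjusted p of at most 0.0268 and 0.0273. Nuclei with at least 10% of counts on neuronal genes made up 2.29 ± 0.816% of microglia in saline control and 2.35 ± 1.03% in IL-27 libraries (SD, n = 3). Without these nuclei Cntn5 was at 19.3 ± 1.45 and 20.8 ± 4.74 CPM, and Zmat4 at 10.9 ± 6.13 and 4.07 ± 1.99 CPM (SD, n = 3). With no filter on low counts 23 genes were called, and without saline replicate 2, 4.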

**Table 2:** Top GO categories for Muller glia, rods, cones and microglia by snRNA-seq from Panther bioinformatics analysis

Cell Type	GO Category	# Genes	Fold Enrichment	Raw P value	FDR
Microglia	**Increased**				
	Positive regulation of response to stimulus	14	3.4	2.20E-05	2.80E-02
	Forebrain neuron differentiation	4	26.52	1.54E-05	2.93E-02
	Cellular response to oxygen-containing compound	10	4.91	2.19E-05	3.03E-02
	Positive regulation of cell communication	12	3.67	5.02E-05	3.83E-02
	**Decreased**				
	Cytoplasmic translation	10	29.77	1.20E-12	1.83E-08
	Visual phototransduction	6	26.59	9.95E-06	9.64E-02
	Oxidative phosphorylation	6	19.83	5.71E-07	1.24E-03
	Regulation of intrinsic apoptotic signaling pathway	6	12.06	1.02E-05	1.20E-02
Muller Glia	**Increased**				
	Phosphodiesterase	9	5.39	3.42E-05	1.12E-03
	Defense response to virus	8	5.66	6.55E-05	3.16E-03
	TORC2 signaling	3	16.54	4.50E-04	1.68E-02
	Non-receptor serine/threonine protein kinase	25	1.92	2.34E-03	4.61E-02
	**Decreased**				
	Translation at postsynapse	45	14.93	5.81E-51	4.43E-47
	ATP synthase	14	4.74	6.66E-07	1.46E-05
	Extracellular matrix structural protein	14	3.14	1.14E-04	1.72E-03
	Oxidase	12	2.73	1.28E-03	1.48E-02
Rods	**Increased**				
	Photoreceptor cell maintenance	8	10.47	8.16E-07	4.98E-04
	Retinal rod cell differentiation	5	12.3	4.49E-05	1.14E-02
	Response to light stimulus	16	2.8	2.23E-04	3.64E-02
	Positive regulation of synaptic vesicle clustering	3	23.07	2.25E-04	3.64E-02
	**Decreased**				
	Cytoplasmic translation	22	8.49	1.40E-14	2.13E-10
	Chaperone	15	3.73	1.40E-05	6.91E-04
	Apoptotic process	47	2.23	3.29E-07	1.07E-04
	Autophagosome membrane docking	3	18.91	4.03E-04	2.82E-02
Cones	**Increased**				
	Neural retina development	8	5.29	1.38E-04	2.60E-02
	cAMP metabolic process	3	28.91	1.47E-04	3.45E-02
	Negative regulation of Hippo signaling	3	27.65	1.69E-04	3.83E-02
	Regulation of neuron migration	4	13.46	2.25E-04	4.63E-02
	**Decreased**				
	Hsp90 family chaperone	3	150	5.09E-07	1.00E-04
	Regulation of necroptotic cell death	3	21.86	3.24E-04	2.21E-02
	Regulation of apoptotic process	24	2.93	1.50E-06	2.29E-02
	Hsp70 family chaperone	3	45.4	3.52E-05	3.47E-03

Cellular pathways in the downregulated gene categories in IL-27 injected mice were shared across multiple cell types. Notably, stress response genes in the *hsp70* and *hsp90* families were prominent in the down-regulated gene list of rod and cone photoreceptors after IL-27 injection, suggesting that retinal stress is dampened by IL-27, which is consistent with its neuroprotective effect at later timepoints. Furthermore, genes involved in *protein translation* were enriched in the downregulated gene group in rods, cones, Muller glia and microglia. Similarly, genes involved in metabolism (*ATP synthase*,* oxidative phosphorylation*) were over-represented in the downregulated gene list in Muller glia and microglia. Together, these findings suggest that reduction of metabolic demand is associated with dampening neuroinflammation early in degeneration.

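The fixed set of heat shock genes, the hsp70 and hsp90 families included, had a median log2FC of -0.12 in rods, with 14 of 19 genes lower (camera adjusted p 0.00995), and of -0.22 in cones, with 13 of 17 lower (6.00e-04). In rods the set was not called when all retained nuclei were summed, at -0.045, nor without saline replicate 1 or IL-27 replicate 5, and single libraries left out gave -0.17 to -0.07. In cones it was called in each of these fits, at -0.33 to -0.12. Per-library shifts of the set gave an exact permutation p of 0.2 in each type. Immediate early genes, which respond to handling of the tissue, had a median log2FC of 0.08 in rods and 0.02 in cones. In AC the heat shock set was at -0.21 and the immediate early genes at -0.45, and in RGC they were at -0.14 and -0.55. The difference between cell types was not tested.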

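Cytosolic ribosomal protein genes had a median log2FC of -0.06 in rods (71 of 84 genes lower, camera adjusted p 5.75e-04), -0.07 in cones (63 of 84, 0.00365), -0.33 in Muller glia (84 of 84, 1.33e-23) and -0.26 in microglia (76 of 83, 3.15e-11). In rods the call was lost without saline replicate 1 (-0.04), IL-27 replicate 4 (-0.035) or IL-27 replicate 5 (-0.002). In cones it was lost without saline replicate 1 (-0.03) or 6 (-0.05) and without IL-27 replicate 4 (-0.04) or 5 (-0.02), and when all retained nuclei were summed (-0.05). In Muller glia and microglia it held in each of the 6 fits, from -0.48 to -0.22 and from -0.41 to -0.12. Camera also called this set in 10 of 10 splits of the libraries in Muller glia and 9 of 10 in microglia. A call in each fit therefore does not separate treatment from other groupings. A single Muller cluster of 645 nuclei, whose share differed between libraries, moved the Muller value most: without it the median was -0.04 and not called.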

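Nuclear genes of oxidative phosphorylation had a median log2FC of -0.19 in Muller glia, with 77 of 89 lower (camera adjusted p 5.56e-07), and of -0.25 in microglia, with 65 of 83 lower (8.54e-08). Each was called in all 6 fits that left out 1 library, at -0.33 to -0.09 in Muller glia and -0.37 to -0.15 in microglia. Camera called the set in 7 of 10 splits of the libraries in each of these types. Without the Muller cluster of 645 nuclei the Muller value was -0.11 and still called. Over the 6 libraries the microglial value varied with the level of phototransduction genes in AC, HC, RGC and BC, a measure of free rod RNA, with Pearson's r 0.871 (exact permutation p 0.0139) and Spearman's rho 0.886 (0.0333). Of 4 relations in this family it had the smallest p, with an adjusted p of 0.0556, and r was 0.757 without IL-27 replicates 5 and 10.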

We next examined whether snRNA-seq analysis detected differential expression of cell survival genes. 

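Of a fixed list of apoptosis and necroptosis genes, 17 were tested in cones. The median log2FC was -0.06, with 14 genes lower and 3 higher in IL-27 treated retinas, and the set was not called (camera adjusted p 0.182). Without IL-27 replicate 4 the median was -0.11 and the set passed the threshold at 0.0373, against 0.0373 to 0.869 over all alternatives.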

The GO categories *regulation of apoptotic process* (3-fold) and *regulation of necroptotic cell death* (22-fold) were enriched in the list of down-regulated genes in cones, consistent with reduced cellular stress. Although cones and rods show early pathologic changes at this timepoint in rd10 mice, excessive cell death is not observed until later [4]. The identification of down-regulated cell death genes in the IL-27 injected eyes suggests that early changes in cell survival genes induced by IL-27 may facilitate a reparative or protective environment at later time points.

### Muller cell populations are altered by IL-27

Further assessment of retinal samples revealed at least one saline-enriched cluster (cluster 23), corresponding to a cluster of Muller glia (Fig. 6a) among 36 unique retinal cell clusters identified. 

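Muller nuclei were clustered again without the genes called between treatments and without the genes named for this cluster, 29 genes in all, and the cluster was identified by its mean of Fbln1, Frmpd4, Reln and Csmd3. It held 645 of 5304 Muller nuclei, 538 of them (83.4%) from saline control libraries, and is called SIIL here. In the saline libraries it made up 20.0% (95% exact Clopper-Pearson interval 17.7 to 22.4%), 21.8% (19.3 to 24.5%) and 11.2% (9.17 to 13.5%) of Muller nuclei in replicates 1, 2 and 6. In the IL-27 libraries it made up 1.76% (0.966 to 2.94%), 0.729% (0.268 to 1.58%) and 12.3% (9.98 to 15.0%) in replicates 4, 5 and 10. The means were 17.7 ± 5.67% and 4.93 ± 6.41% (SD, n = 3 each), a difference of -12.7 percentage points with a two-sided exact permutation p of 0.2, as IL-27 replicate 10 lay above saline replicate 6. A resolution of 0.5 for the Muller nuclei gave a difference of -12.4 with an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow, and a share taken of all retained nuclei gave 2.06 ± 0.839% and 0.407 ± 0.508% (SD, n = 3), also with p 0.1. Leaving out IL-27 replicate 10 moved the difference most, to -16.4 with an IL-27 mean of 1.25%, and leaving out other single libraries gave -10.6 to -16.0. Clustering on all variable genes placed 644 of the 645 nuclei in the cluster.

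**Figure D1:**
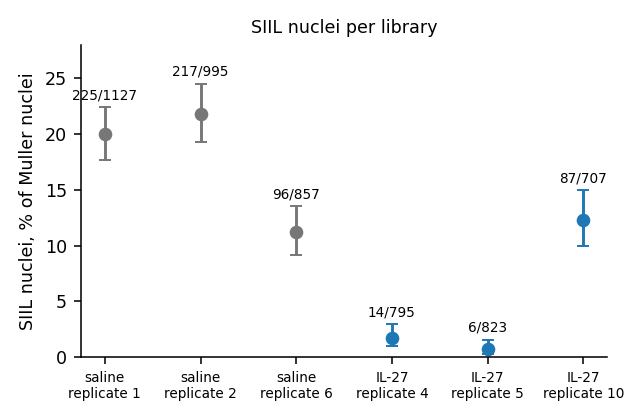
SIIL nuclei as a percent of Muller nuclei in each library, saline in grey and IL-27 in blue, with counts above the points; bars are 95% exact Clopper-Pearson intervals. IL-27 replicates 4 and 5 sit at 1.76% and 0.729%, and IL-27 replicate 10 at 12.3% sits beside saline replicate 6 at 11.2%.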

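Principal components were computed from the 500 most variable genes of the Muller sums. PC1 held 53.2% of the variance and placed the saline libraries at -6.53, -8.16 and -2.40 (replicates 1, 2 and 6) and the IL-27 libraries at 7.98, 9.68 and -0.576 (replicates 4, 5 and 10), so that the groups did not overlap. PC2 held 24.9% and set saline replicate 2 and IL-27 replicate 5 apart from the other libraries. These are the only libraries with Xist, at 2048 and 2002 CPM, and without Xist, Tsix and the Y genes PC2 held 19.2%. Without the SIIL cluster PC1 held 44.7% and PC2 34.8%, and neither separated the groups.

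**Figure D2:**
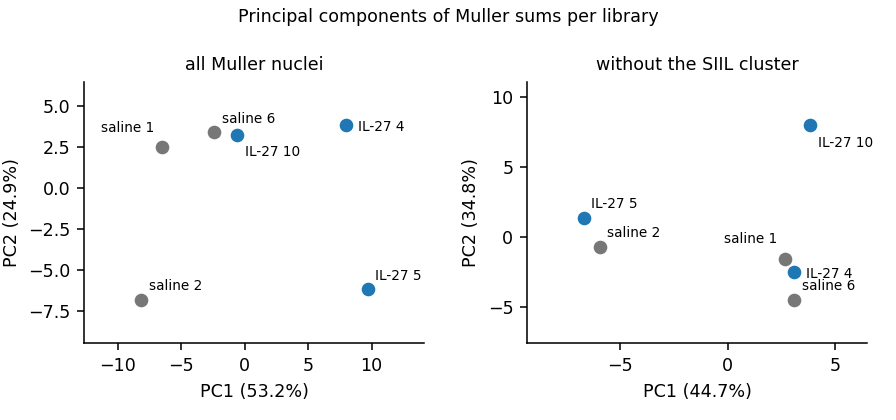
First and second principal component of Muller sums per library, with all Muller nuclei (left) and without the SIIL cluster (right), saline in grey and IL-27 in blue. The groups do not overlap on PC1 (53.2%) on the left and overlap on both components on the right (44.7% and 34.8%).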

Clustering of Muller cell pseudobulk samples by principal component analysis (PCA) further highlighted strong treatment-associated transcriptomic changes within Muller cell populations (Fig. 6b). Pseudobulk differential expression analysis of Muller cell samples from IL-27 treated versus saline control treated retinas revealed 34 significantly upregulated and 212 downregulated differentially expressed genes (DEGs, adjusted p-value < 0.05) (Fig. 6c, Supplementary Data 1). 

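Muller sums allowed 13969 genes to be tested, with the SIIL cluster included. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 genes were higher with IL-27 (Adamts19, Prss56 and Atp2b4) and 2 were lower (Ltbp2 and Gm39075) at an adjusted p-value of 0.05, with 579 higher and 707 lower at an unadjusted p under 0.05. DESeq2 on the same sums called 31 higher and 75 lower. The counts moved most without IL-27 replicate 10, to 89 higher and 305 lower, whereas 0 genes were called without saline replicate 1 or saline replicate 2, 1 without IL-27 replicate 4 and 2 without saline replicate 6. Without the SIIL cluster 5 genes were higher and 0 lower. All 75 genes that DESeq2 called lower were higher in SIIL than in other Muller nuclei, a class that holds 21.9% of the genes tested. Ltbp2 (ENSMUSG00000002020, chromosome 12, 84783212 to 84876532) was at 31.9 ± 4.88 CPM in saline control and 3.08 ± 2.52 CPM in IL-27 libraries (SD, n = 3 each), with a log2FC of -3.40 (SE 0.37, edgeR adjusted p 0.0206). Gm39075 (ENSMUSG00000108303, chromosome 7, 117229607 to 117278839) had a log2FC of -4.73 (SE 0.60, 0.0429), and the log2FC of these genes between SIIL and other Muller nuclei was 6.60 and 6.54. Ltbp2 was called in 16 of 24 alternatives (range 2.24e-15 to 1.000) and Gm39075 in 10 of 21 (range 0.00449 to 0.279), and edgeR called neither without any 1 of the saline replicates or without IL-27 replicate 4. Atp2b4 (ENSMUSG00000026463, chromosome 1, 133699457 to 133801041) was at 59.2 ± 1.83 and 107 ± 7.84 CPM (SD, n = 3), with a log2FC of 0.85 (SE 0.10, 0.0263). It was not called with Xist as a covariate (0.0824) or with library totals (0.0514), nor by edgeR without saline replicate 1 (0.279), 2 (0.230) or 6 (0.0959) or IL-27 replicate 4 (0.0949), over a range of 1.53e-05 to 0.279.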

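Prss56 (ENSMUSG00000036480, chromosome 1, 87183313 to 87188405) was at 8.73 ± 1.65 CPM in saline control and 151 ± 92.5 CPM in IL-27 treated Muller glia (SD, n = 3 libraries each), with the highest IL-27 value, 258 CPM, in replicate 10. Its log2FC was 4.09 (SE 0.41) with an adjusted p of 0.0137 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call was lost without saline replicate 1 (0.176), 2 (0.119) or 6 (0.0552), over a range of 1.57e-48 to 0.176. Adamts19 (ENSMUSG00000053441, chromosome 18, 58836667 to 59054060) was at 61.5 ± 21.1 and 367 ± 62.7 CPM (SD, n = 3), with a log2FC of 2.57 (SE 0.24) and the same edgeR adjusted p. It was lost without saline replicate 1 (0.129), saline replicate 2 (0.0670) or IL-27 replicate 4 (0.0611), over a range of 3.38e-33 to 0.129. Without the SIIL cluster the log2FC was 3.99 for Prss56 and 2.44 for Adamts19, each with an edgeR adjusted p of 0.00391.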

Some of the most significantly upregulated pseudobulk DEGs for Muller cells from IL-27-treated eyes included genes encoding the secreted serine proteases, *Prss56* (log_2_FC = 3.92, adjusted p-value = 7.98 × 10^− 12^) and metalloproteinase *Adamts19* (log_2_FC = 2.47, adjusted p-value = 1.50 × 10^− 21^) involved in regulation of ocular growth (Fig. 6c) [34, 35]. 

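Ror2 (ENSMUSG00000021464, chromosome 13, 53109312 to 53286124) was at 83.3 ± 9.99 CPM in saline control and 162 ± 41.6 CPM in IL-27 libraries (SD, n = 3 each). Its log2FC was 0.96 (SE 0.18) with an adjusted p of 0.0933 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was called without the SIIL cluster (log2FC 1.25, 0.0285), by DESeq2 (9.39e-05) and without IL-27 replicate 10 (0.00868), over a range of 1.38e-07 to 0.463. Nkd1 (ENSMUSG00000031661, chromosome 8, 88521354 to 88594884) was at 43.1 ± 1.91 and 96.1 ± 24.5 CPM (SD, n = 3), with a log2FC of 1.16 (SE 0.17) and an edgeR adjusted p of 0.0666. It was called by DESeq2 (1.55e-06) and without IL-27 replicate 10 (0.00125), not without the SIIL cluster (0.0978), over a range of 6.14e-07 to 0.378.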

IL-27-treated Muller cells demonstrated transcriptional changes promoting retinal repair, including upregulation of genes involved in regulating Wnt signaling, *Ror2* (log_2_FC = 0.89, adjusted p-value = 7.28 × 10^− 4^) and *Nkd1* (log_2_FC = 1.11, adjusted p-value = 2.64 × 10^− 6^); Wnt signaling functions in Muller glia to protect the retina [36–38]. Additional genes supporting retinal repair associated with IL-27-treated Muller glia included increased retinoid metabolism, with *Rbp1* (log_2_FC = 0.60, adjusted p-value = 0.017) and *Rdh10* upregulation (log_2_FC = 0.57, adjusted p-value = 0.0047), upregulation of neuronal navigator-1, *Nav1* (log_2_FC = 0.56, adjusted p-value = 0.0010), a regulator of cytoskeleton dynamics [39], and significant downregulation of *Bmp2* (log_2_FC=-3.50, adjusted p-value = 2.96 × 10^− 12^), a transcriptional regulator of retinal inflammation that impedes neuronal regeneration and promotes gliogenesis [40, 41]. Furthermore, we found IL-27-treated Muller cells significantly upregulated *Ano1* (log_2_FC = 0.58, adjusted p-value = 7.86 × 10^− 5^), which is involved in aiding neuronal synaptic function [42].

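Rdh10 (ENSMUSG00000025921, chromosome 1, 16105774 to 16133734) was at 189 ± 19.8 CPM in saline control and 300.3 ± 31.0 CPM in IL-27 libraries, a log2FC of 0.67 (SE 0.12; SD, n = 3 each). Nav1 (ENSMUSG00000009418, chromosome 1, 135434580 to 135607295) was at 387 ± 23.7 and 589 ± 56.3 CPM, a log2FC of 0.61 (SE 0.11). Neither of these genes passed the threshold with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p of 0.0914 each. DESeq2 called Rdh10 (0.00105) and Nav1 (5.47e-04), and edgeR called Rdh10 (0.00807) and Nav1 (0.0110) without IL-27 replicate 10. The ranges over all alternatives were 4.08e-05 to 0.497 for Rdh10 and 1.49e-04 to 0.497 for Nav1. Bmp2 (ENSMUSG00000027358, chromosome 2, 133552159 to 133562885) was at 24.9 ± 3.74 CPM in saline control and 4.16 ± 4.68 CPM in IL-27 libraries (SD, n = 3 each), with a log2FC of -2.61 (SE 0.49) and an edgeR adjusted p of 0.105. The shrunken DESeq2 estimate moved Bmp2 most, to a log2FC of -0.003, and without IL-27 replicate 10 the log2FC was -3.99 and called (2.26e-04, range 3.95e-12 to 1.00). Bmp2 was higher in SIIL than in other Muller nuclei by a log2FC of 8.72, and with the SIIL share of each library as a covariate its log2FC was -1.58.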

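Ano1 (ENSMUSG00000031075, chromosome 7, 144588549 to 144751974) was at 249 ± 17.3 CPM in saline control and 373 ± 15.6 CPM in IL-27 treated Muller glia (SD, n = 3 libraries each). Its log2FC was 0.59 (SE 0.10) with an adjusted p of 0.0914 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 (0.00111) and edgeR without IL-27 replicate 10 (0.00410) called it, over a range of 1.33e-05 to 0.453. Ano1 was lower in SIIL than in other Muller nuclei, by a log2FC of -3.81, and without the SIIL cluster its edgeR adjusted p was 0.414.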

**Fig. 6:**
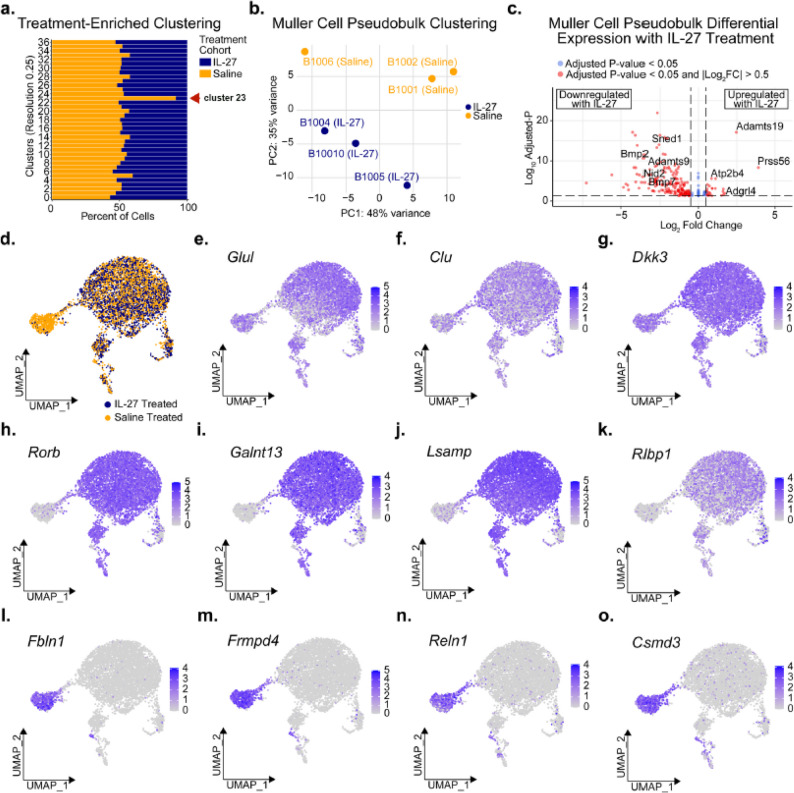
Untreated Muller cells demonstrate increased dysfunction of neurogenesis and extracellular matrix factors compared to IL-27 treated Muller cells. (**a**) Stacked area plot exhibiting the composition of cells within unsupervised Louvain clusters according to treatment group. The red arrow indicates cluster 23, which was enriched in the saline control group (designated in the text as the SIIL subpopulation). (**b**) Principal component analysis (PCA) plot of sum-aggregated pseudobulk samples of Muller cells, calculated from the top 500 most variable genes. (**c**) Differentially expressed genes (DEGs) from pseudobulk analysis of Muller cells, exhibited by volcano plot with y-axis indicating the inverse of the adjusted p-value and with x-axis indicating the log2 fold change (Log2FC). *P*-values and Log2FC was calculated with DESeq2 from pseudobulk counts. *P*-value adjustment calculated with Benjamini-Hochberg procedure. (**d**) UMAP plot of Muller cells (n=5,926 nuclei) annotated by whether nuclei originated from murine retina treated with IL-27 or saline control injections. (**e-o**) UMAP plots demonstrating the normalized RNA expression of (**e-g**) Muller cell makers and (**h-o**) cluster-specific markers

Muller glia from IL-27 treated retinas also demonstrated upregulation of inflammation regulatory genes and neuroprotective-associated factors, including significant upregulation of the neurogenic inflammation and neurovascular regulator *Calcrl* (log_2_FC = 0.69, adjusted *p*-value = 7.41 × 10^− 3^) [43, 44]. 

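Calcrl (ENSMUSG00000059588, chromosome 2, 84330626 to 84425411) was at 53.2 ± 4.32 CPM in saline control and 91.1 ± 18.7 CPM in IL-27 treated Muller glia (SD, n = 3 libraries each), with a log2FC of 0.77 (SE 0.15) and an adjusted p of 0.116 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called by DESeq2 (0.00428), with the SIIL share as a covariate (0.0480) and without IL-27 replicate 10 (0.0156), over a range of 0.00428 to 0.512.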

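Trim2 (ENSMUSG00000027993, chromosome 3, 84160439 to 84306877) was at 519 ± 34.4 CPM in saline control and 694 ± 37.7 CPM in IL-27 libraries, a log2FC of 0.42 (SE 0.10), and Trim9 (ENSMUSG00000021071, chromosome 12, 70244533 to 70347614) at 415 ± 54.3 and 618 ± 58.3 CPM, a log2FC of 0.58 (SE 0.13; SD, n = 3 each). Adjusted p were 0.199 and 0.152 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave 0.0614 for Trim2 and 0.00550 for Trim9, and without IL-27 replicate 10 edgeR called both (0.0138 and 0.0403), over ranges of 0.00102 to 1.000 and 0.00508 to 0.623.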

Interestingly, we also found increased expression of the neuroinflammatory regulators, *Trim2* (log_2_FC = 0.39, adjusted *p*-value = 0.0038) and *Trim9* (log_2_FC = 0.51, adjusted *p*-value = 0.0035) [45], which are E3 ubiquitin ligases with numerous roles including regulation of Muller cell-derived retinal stem cell differentiation [46]. Other potential inflammatory modulators significantly upregulated with IL27-treated Muller cells included *Sel1l3*, a cellular homeostasis regulator (log_2_FC = 0.50, adjusted *p*-value = 0.040) [47], and neuroinflammation-associated gene *Chn2* (log_2_FC = 0.43, adjusted *p*-value = 0.0078) [48].

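Sel1l3 (ENSMUSG00000029189, chromosome 5, 53107083 to 53213927) was at 31.1 ± 1.90 CPM in saline control and 44.3 ± 4.02 CPM in IL-27 libraries, a log2FC of 0.52 (SE 0.12), and Chn2 (ENSMUSG00000004633, chromosome 6, 54039554 to 54301810) at 231 ± 17.5 and 316 ± 23.2 CPM, a log2FC of 0.45 (SE 0.11; SD, n = 3 each). Each had an adjusted p of 0.186 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 did not call them either (0.358 and 0.0675), whereas edgeR did without IL-27 replicate 10 (0.0298 and 0.0150), over ranges of 0.0298 to 1.00 and 0.00171 to 1.000.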

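Extracellular matrix genes, 80 of which were tested in Muller glia, had a median log2FC of -0.08, with 46 lower and 34 higher in IL-27 treated retinas (camera adjusted p 0.00603), and of 0.03 without the SIIL cluster, where the set was not called. Sned1 was at 435 ± 90.2 CPM in saline control and 149 ± 92.6 CPM in IL-27 libraries (SD, n = 3 each), with a log2FC of -1.55 (SE 0.36, adjusted p 0.186 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp7 (21.7 ± 9.88 and 7.29 ± 9.04 CPM), Adamts9 (64.5 ± 18.9 and 25.3 ± 29.1 CPM) and Nid2 (17.9 ± 9.70 and 5.08 ± 6.21 CPM) overlapped between the groups (SD, n = 3 each), with a log2FC of -1.62, -1.37 and -1.87 and edgeR adjusted p of 0.462, 0.517 and 0.401. Without IL-27 replicate 10 edgeR called all of them, at 3.76e-04 for Sned1, 0.00477 for Bmp7, 3.41e-04 for Adamts9 and 0.0113 for Nid2, over ranges of 3.07e-09 to 1.00, 1.97e-08 to 1.00, 7.94e-20 to 1.00 and 6.81e-07 to 1.00. Each was higher in SIIL than in other Muller nuclei, by a log2FC of 4.53, 6.27, 7.40 and 5.31, as was Bmp2. With the SIIL share as a covariate the log2FC of Bmp7, Adamts9 and Nid2 turned positive, at 0.49, 0.35 and 0.45, and without the SIIL cluster it was -0.27 for Sned1 and 0.94 for Adamts9.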

Gene set enrichment analysis (GSEA) of pseudobulk-derived DEGs for IL-27 treated Muller glia revealed significantly decreased enrichment of extracellular matrix organization (normalized enrichment score =-1.59, *p*-value = 0.011) due to significant downregulation of genes such as *Sned1*, *Bmp2*, *Bmp7*, *Adamts9* and *Nid2* (Fig. 6c, Supplementary Data 2). 

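Tjp1 (ENSMUSG00000030516, chromosome 7, 65296165 to 65527781) was at 231 ± 8.11 CPM in saline control and 324 ± 19.5 CPM in IL-27 libraries, and Frmd4b (ENSMUSG00000030064, chromosome 6, 97286867 to 97617541) at 498 ± 33.0 and 669.8 ± 12.2 CPM (SD, n = 3 each). Their log2FC was 0.49 (SE 0.10) and 0.43 (SE 0.10), with adjusted p of 0.133 and 0.174 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nectin3 (ENSMUSG00000022656, chromosome 16, 46387706 to 46498525) was lower with IL-27, at 384 ± 48.2 and 252 ± 17.8 CPM (SD, n = 3), a log2FC of -0.61 (SE 0.12) with an edgeR adjusted p of 0.129. It was higher in SIIL than in other Muller nuclei by a log2FC of 2.16, and without the SIIL cluster its log2FC was -0.17. DESeq2 called these genes (0.0100 for Tjp1, 0.0314 for Frmd4b and 0.00302 for Nectin3), as did edgeR without IL-27 replicate 10 (0.0182, 0.0266 and 0.0268), over ranges of 0.00656 to 0.543, 0.00603 to 1.000 and 5.41e-04 to 1.000.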

Additional interesting pathways included genes in the Nkx2 target group (normalized enrichment score = 1.53, *p*-value = 0.044) (including *Tjp1*,* Nectin3*,* Frmd4b*) that encode adherens junctions, potentially indicating IL-27-treated retinas have increased cell connection integrity.

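Over the 22 genes named in the text and Fig. 6c for IL-27 treated Muller glia and tested here, 21 had the stated direction, and in 19 the 3 libraries of one group all lay above those of the other, against 10% by chance. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 passed an adjusted p-value of 0.05 over all genes and 22 adjusted over the list alone, which is not independent evidence, as the list was chosen on these libraries. DESeq2 called 13, edgeR without IL-27 replicate 10 called 21, and edgeR without the SIIL cluster called 4.

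**Figure D3:**
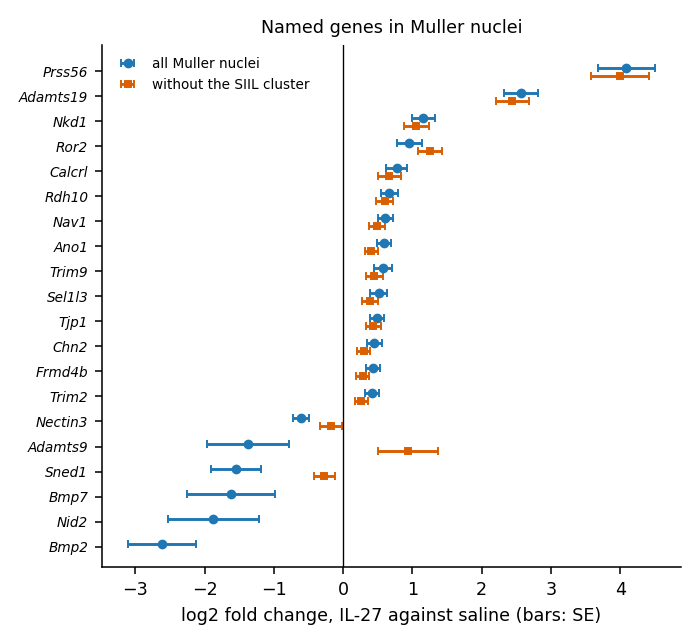
Log2 fold change, IL-27 against saline, of 20 named genes in Muller sums, with all Muller nuclei (blue circles) and without the SIIL cluster (orange squares); bars are SE. Prss56 is at 4.09 and 3.99, Sned1 at -1.55 and -0.27 and Adamts9 at -1.37 and 0.94, and Bmp2, Bmp7 and Nid2 had too few counts to be tested without the cluster.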

Muller cell data underwent integration and clustering, reiterating the saline-specific subpopulation (Fig. 6d). There were a total of 7 unique Muller glia clusters and we verified Muller cell marker expression (*Glul*, *Clu*, and *Dkk3*) for all new clusters (Fig. 6e-g). 

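Clustering of the Muller nuclei gave 5 clusters, of 1924, 1688, 1047, 645 (SIIL) and 144 nuclei, the last with rod markers, and a resolution of 0.5 gave 7. Glul was at 1381, 583, 969 and 672 CPM in the first 4 of them, in this order, Clu at 523, 405, 511 and 340.2 CPM, and Dkk3 at 1478, 1329, 1662 and 902 CPM. Each is a sum over all nuclei of a cluster, and only Glul was among the genes used for the clustering.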

Muller cell clusters shared by nuclei originating from both IL-27 and saline treated retina shared expression of many neuroregulatory factors (Fig. 6h-k). In contrast, the saline-specific subpopulation identified earlier upregulated secreted factors involved in extracellular matrix remodeling, including *Fbln1*, *Fmpd4*, *Reln1* and *Csmd3*, potentially highlighting loss of retina-structural integrity and regulation of glial migration (Fig. 6l-o). Furthermore, genes that were absent from the saline-specific Muller glia subpopulation included genes such as *Rorb*, *Galnt13*, *Lsamp* and *Rlbp1*, involved in retinal function, neurotransmission and metabolism.

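SIIL nuclei were compared with the other Muller nuclei of the same library in the 3 saline libraries, with the library as a block. Of 10019 tested genes that had not been used for the clustering, 1489 were higher and 2309 lower in SIIL at an adjusted p-value of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 moved these counts most, to 661 and 1463, and without saline replicate 1 they were 952 and 1820. Fbln1 (ENSMUSG00000006369, chromosome 15, 85205949 to 85286535) was at 1445 ± 119 CPM in SIIL and 4.93 ± 1.97 CPM in other Muller nuclei (SD, n = 3 libraries), a log2FC of 8.11 (SE 0.15, edgeR adjusted p 2.98e-26). Frmpd4 (ENSMUSG00000049176, chromosome X, 167471309 to 168577231) was at 3838 ± 393 and 8.12 ± 2.90 CPM, with a log2FC of 8.90 (SE 0.13). Reln (ENSMUSG00000042453, chromosome 5, 21884454 to 22344702) was at 1554 ± 69.0 and 9.89 ± 1.28 CPM, with a log2FC of 7.29 (SE 0.12). Csmd3 (ENSMUSG00000022311, chromosome 15, 47580637 to 48792063) was at 1784 ± 83.7 and 16.9 ± 4.22 CPM, with a log2FC of 6.75 (SE 0.13; SD, n = 3 each). The mean of these genes identified the cluster, so they lie higher in it by construction, although none was used to form it.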

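Rorb was at 184 ± 42.1 CPM in SIIL and 3080.1 ± 116 CPM in other Muller nuclei, Galnt13 at 127 ± 75.0 and 2719.9 ± 83.6 CPM, Lsamp at 477 ± 34.0 and 6861 ± 417 CPM, and Rlbp1 at 46.7 ± 13.7 and 384 ± 27.0 CPM (SD, n = 3 libraries each). The log2FC was -4.04 (SE 0.10), -4.30 (SE 0.16), -3.85 (SE 0.09) and -3.15 (SE 0.15), with adjusted p of at most 4.59e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes were lower in SIIL nuclei, and the counts left there are not separated from free RNA. In rods of the IL-27 libraries 11 Muller marker genes gave 3.03 to 115% of their Muller level, with Rlbp1 at 71.3 CPM. SIIL nuclei had a median of 3639 UMIs against 4429 in other Muller nuclei. Marker lists of 5 candidate cell sources, fixed without reference to these nuclei, were summed over SIIL and every other group. The list for the non-pigmented ciliary epithelium had a median of 61.4 CPM in SIIL, 2.99 CPM in other Muller nuclei and 12.3 CPM in astrocytes, the next highest group, and 9 of its 12 genes reached 10 CPM in SIIL.

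**Figure D4:**
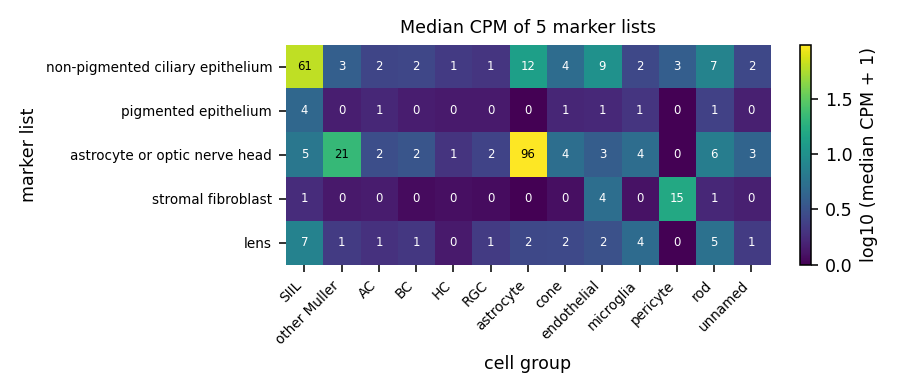
Median CPM of 5 marker lists (vertical axis) in each group of nuclei (horizontal axis), written in the fields and coloured as log10 (median CPM + 1). The non-pigmented ciliary epithelium list is at 61.4 CPM in SIIL and 2.99 CPM in other Muller nuclei, and the astrocyte list at 96.0 CPM in astrocytes and 5.18 CPM in SIIL.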

To gain further insight into potential roles of the saline-specific Muller glia subpopulation (named SIIL, “*s*uppressed *i*n *IL*-27”, corresponding to cluster 23 in Fig. 6A), we used PANTHER to annotate gene categories that were differentially expressed. GO annotation analysis revealed that genes expressed in the saline-specific subpopulation were significantly enriched for categories including *extracellular matrix protein*, *translational protein* and *microtubule binding motor protein* compared to the other six Muller glia clusters (Table 3). In comparison, gene categories downregulated in saline-specific Muller glia subpopulation included *chemokine*, *Toll-receptor signaling pathway* and *interleukin signaling pathway*. These findings suggest that the saline-specific Muller glia subpopulation lacks immune-related signaling pathways and that IL-27 may shift Muller glia populations toward an immunoresponsive and protective phenotype. Together, we identified a unique cluster of Muller glial cells, which was virtually absent in IL-27 treated animals, enriched for extracellular matrix and cytoskeletal remodeling genes, indicative of a reactive (gliosis-like) phenotype that was markedly reduced following IL-27 treatment.

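Among genes not used for the clustering, 29 extracellular matrix genes had a median log2FC of 0.10 in SIIL against other Muller nuclei, with 12 called higher and 11 lower (camera adjusted p 0.128, fry 0.0130). Ribosomal protein genes stood higher, with a median log2FC of 1.32 over 11 genes, 10 of them called (camera adjusted p 3.21e-08, fry 0.0590). Of 26 kinesin and dynein genes, 1 was called higher and 9 lower, with a median log2FC of -0.26. Oxidative phosphorylation genes had a median of 0.55 over 46 genes (camera adjusted p 1.06e-06, fry 0.0361). With an estimated correlation none of these sets was called.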

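Among genes not used for the clustering, 6 chemokine genes were tested between SIIL and other Muller nuclei. Of these 0 were called higher and 1 lower, and of 11 interleukin and interleukin receptor genes 2 were called higher and 2 lower, with a median log2FC of -0.13. No Toll-like receptor gene was among the tested genes. The interferon-response set, 18 genes not used for the clustering, had a median log2FC of -0.81, with 12 genes called lower (camera adjusted p 1.94e-04, fry 0.0274).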

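With the main settings the cluster was present in each of the 6 libraries. It held 14, 6 and 87 nuclei in IL-27 replicates 4, 5 and 10, against 225, 217 and 96 in saline replicates 1, 2 and 6. At a resolution of 0.5 it held 0, 3 and 70 nuclei in these IL-27 replicates. Presence in IL-27 replicate 4 thus depends on the resolution. There, 91 Muller nuclei with Top2a, Kif23 and Cenpf among their leading genes formed a separate group, 14 of them in IL-27 replicate 4. Fbln1 was at 313 CPM in that group and 1623 CPM in SIIL at this resolution. From the matrix and cytoskeletal genes enriched in the cluster and its near absence after IL-27, the paper proposes that a reactive phenotype is reduced by IL-27. From the chemokine, Toll receptor and interleukin categories lower in the cluster, it proposes that these nuclei lack immune signaling pathways and that IL-27 may shift Muller glia toward an immunoresponsive and protective phenotype.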

**Table 3:** Panther GO categories for top differentially expressed genes (increased and decreased) for SIIL Muller glia, which are the saline-specific Muller glia subpopulation that is suppressed by IL-27 treatment

SIIL Subpopulation	GO Category	# Genes	Fold Enrichment	Raw P Value	FDR
Increased	Translational protein	62	2.62	2.24E-12	1.47E-10
	Extracellular matrix protein	33	3.22	1.57E-09	5.16E-08
	Wnt-protein binding	10	5.6	4.38E-06	1.20E-04
	5HT2 type receptor mediated signaling	15	3.26	3.88E-05	3.12E-03
	Growth factor	17	2.6	2.37E-04	3.89E-03
	C4 zinc finger nuclear receptor	11	3.14	5.76E-04	8.73E-03
	Electron transfer activity	4	7.27	1.24E-03	1.50E-02
	Eye morphogenesis	4	7.27	1.24E-03	2.08E-02
	Microtubule binding motor protein	12	2.49	2.74E-03	3.18E-02
	TGF-beta binding	3	7.27	5.54E-03	5.00E-02
Decreased	Chemokine	5	11.2	2.61E-05	4.68E-04
	ATP-binding cassette transporter	13	4.48	3.96E-06	1.30E-04
	CCKR signaling map	24	2.62	1.43E-05	3.29E-04
	Metalloprotease	23	2.5	4.70E-05	7.13E-04
	Lyase	18	2.41	4.77E-04	4.48E-03
	Axon guidance by semaphorins	6	4.89	1.03E-03	1.10E-02
	Interleukin signaling pathway	13	2.48	2.14E-03	1.64E-02
	Toll receptor signaling pathway	9	2.93	3.19E-03	2.23E-02
	HMG box transcription factor	6	3.36	7.76E-03	4.25E-02
	Growth factor receptor binding	8	2.87	6.11E-03	4.45E-02

### IL-27 reshapes retinal cell–cell communication networks toward neurotrophic and anti-inflammatory signaling

To identify cellular signaling pathways associated with IL-27 treatment within the retina, we quantified cell-cell communication networks utilizing algorithms implemented via CellChat. We observed a non-significant increase in cell-cell communication interaction counts for IL-27 treated (mean count = 5023, median = 5318) versus saline treated (mean count = 4779, median = 5114) retina (Fig. 7a). Similarly, network interaction weights between cells exhibited a non-significant slight increase for IL-27 treated (mean weight = 258.1, median = 274.3) compared to saline treated (mean weight = 248.2, median = 261.8) groups (Fig. 7b). Next, we sought significant cell-cell communication alterations in the retinal microenvironment associated with IL-27 treated compared to saline control samples. Ranked communication network analysis indicated several signaling pathways significantly (p-value < 0.05) associated with IL-27 treatment or saline controls (Fig. 7c). 

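Cell-cell communication scores start from the expression of ligands and receptors, and 27 genes of the pathways discussed were therefore compared between IL-27 treated and saline control libraries in each cell type. Of 211 such tests, 0 passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 8 had an unadjusted p under 0.05, while 1 passed when adjusted over the list alone. With no filter on low counts, the setting that moved this most, 3 of 292 tests passed, and 2 without IL-27 replicate 10. In Muller glia Sema5a was at 591 ± 29.8 CPM in saline control and 701 ± 109 CPM in IL-27 libraries, and Hspg2 at 14.1 ± 2.12 and 8.21 ± 1.83 CPM (SD, n = 3 each). Their log2FC was 0.25 and -0.77, with edgeR adjusted p of 0.620 and 0.298. Sema5a was called without IL-27 replicate 10 (log2FC 0.36, 0.0452), over a range of 0.0452 to 1.000. Over cell types Sema5a ranged from -0.26 to 0.56 and Hspg2 from -0.77 to 0.53. Cspg4 was tested in pericytes only, at 281 ± 115 and 309 ± 70.2 CPM (SD, n = 3), with a log2FC of 0.11 that turned to -0.12 without saline replicate 2 and -0.10 without IL-27 replicate 4.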

Signaling pathways significantly enriched with and specific to the IL-27 treated microenvironment included Semaphorin 5 A (SEMA5), Heparan Sulfate Proteoglycan (HSPG), and Chondroitin Sulfate Proteoglycan 4 (CSPG4) signaling. SEMA5 and HSPG signaling mediates retinal function, glial migration and neural connectivity [49, 50], and CSPG4 signaling is associated with cell adhesion and glial proliferation and scar formation [51] (Fig. 7c). 

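The log2FC of Nrg1, Nrg2 and Nrg3 over the cell types in which they were tested ranged from -0.53 to 1.49, -0.36 to 0.22 and -1.03 to 0.11, and that of Nrxn2 and Nrxn3 from -0.25 to 0.06 and -0.54 to 1.38. Nrxn3 was higher with IL-27 in 10 of 11 cell types. Psap ranged from -0.26 to 0.53, its receptor gene Gpr37 ranged from -0.04 to 0.41, and Gpr37l1, tested in Muller glia only, was at 0.18. No test of these genes passed an adjusted p-value of 0.05 over all genes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test that passed over the list alone was Nrg3 in microglia, at 377 ± 17.5 CPM in saline control and 185 ± 43.8 CPM in IL-27 libraries (SD, n = 3 each), with a log2FC of -1.03 (SE 0.18, edgeR adjusted p 0.195, adjusted over the list alone 0.0136). DESeq2 called it (0.00800), over a range of 0.00800 to 0.626. In microglial nuclei with under 10% of counts on neuronal genes Nrg3 was at 32.9 ± 3.07 and 39.9 ± 2.87 CPM (SD, n = 3).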

Other noteworthy signaling pathways significantly enriched in IL-27 treated retina included Neuregulin (NRG), which regulates neuronal synaptic plasticity [52], Neurexin (NRXN), which maintains visual function by regulating retinoid transport and axon-glial interactions [53], and prosaposin (PSAP) signaling, a neurotrophic signaling factor that promotes neuroprotection and axon regeneration [54] (Fig. 7c).

**Fig. 7:**
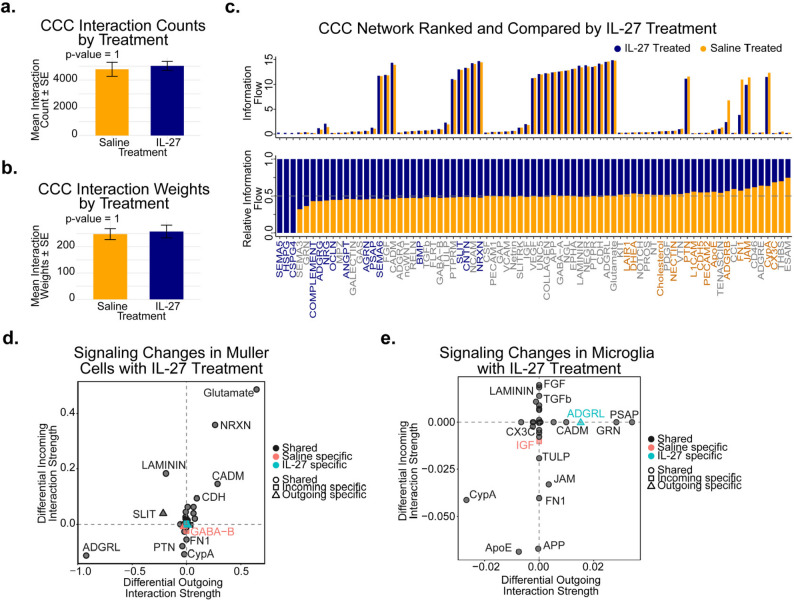
Altered cellular communication within the retinal microenvironment associated with IL-27 treatment. (**a-b**) Bar plots exhibiting the mean cell-cell communication (CCC) (**a**) interaction counts and (**b**) weights calculated for samples from murine retinas treated with IL-27 (n=3) and saline control (n=3) injections. (**c**) Bar plots depicting CCC information flow analysis quantifying the strength of interaction within the CCC network. The paired bar plot (top) compares total probabilities for a communication pathway, and the stacked bar plot (bottom) compares the relative abundance of communication probabilities for a signaling pathway for IL-27 treated versus saline control retinas. Non-significant pathways are labelled in grey, while significant (*p*-value < 0.05) signaling pathways associated with IL-27 and saline groups are labelled in dark blue and orange, respectively. (**d-e**) Differential incoming and outgoing signaling in (**d**) Muller cells and in (**e**) microglia from retinas treated with IL-27 compared to saline control, exhibited by scatter plot of signaling pathways. The x- and y-axes indicate differential outgoing and incoming signaling strengths, respectively. Signaling pathway label color indicates if the pathway is specific to a treatment group, while the shape indicates if the signal is incoming, outgoing, or both. Significance determined by two-tailed Wilcoxon test. Signaling pathway abbreviations collected from the CellChat database

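In the cell types where they were tested, the log2FC of Adgrb1 ranged from -0.31 to 0.15, of Adgrb2 from -0.52 to 0.20 and of Adgrb3 from -0.61 to 0.80. Fn1 ranged from -0.45 to 0.56, Jam2 from -0.12 to 0.17, Jam3 from -0.28 to 0.22 and F11r, which encodes another junctional adhesion molecule, from -0.23 to 0.53. Neither direction was shared by all cell types for any of these genes, and none was called in any type.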

Additional signaling pathways found significantly enriched in saline control retinas compared to IL-27 treated retinas included increased signaling by Adhesion G protein-coupled receptor B (ADGRB), Fibronectin 1 (FN1), and Junctional Adhesion Molecules (JAM) (Fig. 7c), suggesting altered matrix assembly and adhesion signaling within retinas of the saline control cohort [55–57]. Additionally, saline treated retinas demonstrated significantly increased Cyclophilin A (CypA) and Fractalkine (CX3C) signaling (Fig. 7c), both of which are involved in neuroinflammation response [58, 59]. 

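Ppia, which encodes cyclophilin A, was lower with IL-27 in 10 of 11 cell types, with a log2FC between -0.38 and 0.38, and its receptor Bsg in 8 of 10, between -0.29 and 0.06. Cx3cl1 ranged from -0.38 to 0.01 over 5 cell types and Cx3cr1 from -0.22 to 0.14 over 8. None of these differences was called. Cx3cr1 overlaps other genes on the same strand in this annotation.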

Consistent with the identified IL-27 treated and saline control associated signaling pathways, Muller glia from IL-27 treated cohort demonstrated increased NRXN and decreased FN1 signaling received from cells within the retinal microenvironment (Fig. 7d). 

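In Muller glia Fn1 was at 28.5 ± 4.28 CPM in saline control and 41.4 ± 9.75 CPM in IL-27 libraries (SD, n = 3 each), a log2FC of 0.54 with an adjusted p of 0.402 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called without IL-27 replicate 10 (log2FC 0.71, 0.0277), over a range of 0.0277 to 0.809. Nrxn3 was at 1527 ± 102 and 1739.6 ± 305 CPM (SD, n = 3), a log2FC of 0.19 with an edgeR adjusted p of 0.771. Nrxn2 had a log2FC of -0.17, which turned to 0.09 without saline replicate 6.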

Interestingly, Muller glia from IL-27 treated retinas received increased glutamate signaling while Muller glia from saline control retinas had received significantly more GABA-B signaling (Fig. 7d), suggesting altered synaptic signaling is associated with IL-27 treatment.

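The GABA-B receptor genes Gabbr1 and Gabbr2 had a log2FC of -0.07 and -0.08 in Muller glia, with adjusted p of 0.945 and 0.964 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their sign turned without single libraries, to 0.04 for Gabbr1 without saline replicate 2 and 0.015 without IL-27 replicate 5, and to 0.01 for Gabbr2 without saline replicate 1 and 0.004 without saline replicate 6. Over cell types Gabbr1 ranged from -0.08 to 0.12 and Gabbr2 from -0.74 to 0.29.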

Given that altered neuroinflammatory signaling pathways were associated with IL-27, we next analyzed differential signaling to and from microglia within the retinal microenvironment (Fig. 7e). 

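In microglia Psap was at 1198 ± 130.2 CPM in saline control and 1445 ± 290.2 CPM in IL-27 libraries (SD, n = 3 each), a log2FC of 0.27 with an adjusted p of 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out single libraries gave a log2FC of 0.17 to 0.43, and the difference was within the spread of the libraries.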

Strikingly, one of the most increased outgoing signaling pathways in microglia from IL-27 treated retinas was the neurotrophic signaling factor PSAP that promotes microglial polarization to an anti-inflammatory M2 phenotype when extracellular and promotes a pro-inflammatory M1 phenotype when intracellular [60, 61] (Fig. 7e). 

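Microglial Ppia was at 291 ± 73.9 CPM in saline control and 241 ± 65.9 CPM in IL-27 libraries (SD, n = 3 each), a log2FC of -0.29 with an adjusted p of 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference was smaller than the SD of either group.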

Simultaneously, IL-27 treated microglia exhibited decreased neuroinflammation-associated CypA signaling (Fig. 7e). These findings are consistent with reduced cytokine levels at the later timepoints and provide further evidence that IL-27 modifies the retinal inflammatory environment. Together, these findings indicate that IL-27 treatment reorganizes the retinal cell-cell communication network, enhancing neurotrophic and synaptic signaling while suppressing pro-inflammatory and adhesion-driven pathways, thereby promoting a neuroprotective retinal microenvironment.

### IHC analysis of genes differentially expressed in Muller glia subpopulations

We next used IHC to assess the expression pattern of genes that were present or absent in the IL-27-suppressed SIIL Muller glia subpopulation. 

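Of the genes chosen for staining, Nox4 was at 33.1 ± 10.7 CPM in SIIL and 0.578 ± 0.293 CPM in other Muller nuclei (SD, n = 3 saline libraries each), a log2FC of 5.64 (SE 0.41). Tox2 was at 14.9 ± 8.35 and 279.5 ± 27.2 CPM and Agmo at 3.96 ± 2.56 and 76.5 ± 4.56 CPM (SD, n = 3), with a log2FC of -4.01 and -4.20. Nostrin, Dio2, Glis1, Ninj2 and Pou3f2 lay between 14.0 and 35.7 CPM in other Muller nuclei and between 0.360 and 1.66 CPM in SIIL. Their log2FC was -5.10, -4.58, -4.71, -4.53 and -4.74, with adjusted p of at most 3.93e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels of about 1 CPM in SIIL rest on few counts, so how far these genes fall is uncertain at this depth.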

We analyzed genes that were enriched in the IL-27-suppressed SIIL Muller glia subpopulation (Fbln1, Frmpd4, Nox4) and genes that were absent from the subpopulation (Lsamp, Nostrin, Dio2, Glis1, Agmo, Ninj2, Rorb, Tox2 and Pou3f2) (Supplementary Tables 2–3) using their respective antibodies. These genes were selected for analysis because they exhibited large fold changes and represented a wide array of gene classes, including transcription factors, metabolic enzymes, scaffolding proteins and cell adhesion proteins. Immunodetection was performed on retinas from mice at two days (P20, early in disease) or 1 week (P25, peak of rod death) after injection of IL-27 or saline. Several proteins showed different immunodetection patterns in IL-27 injected eyes compared to saline (Fig. 8, negative controls shown in Supplemental Fig. 4), suggesting that they may play a role in the IL-27 response. For example, the transcription factor Tox2 (Fig. 8A), which regulates immune responses in T and NK cells [62], showed more immunostaining within putative Muller glia radial processes in IL-27 treated retinas compared with control at P25. Immunolabeling with the Muller glia markers Gfap and glutamine synthetase (GS), which detect various radial processes morphologies, is shown for comparison (Fig. 8C). The Tox2-positive radial processes were present at P20 but less prominent than at P25, and Tox2 was also localized to lateral striations within the GCL in both IL-27 and saline groups (Fig. 8). Tox2 was also detected within nuclei in the GCL and INL (Fig. 8A). We also investigated the localization of Agmo (alkylglycerol monooxygenase), which is an enzyme that cleaves ether lipids and regulates Wnt signaling [63]. Agmo was detected in Muller glia-like radial processes in both IL-27 and saline treatments at P20, and showed a similar but weaker immunodetection pattern at P25 (Fig. 8B). However, these IHC did not demonstrate differential expression in Muller glia subpopulations, likely because the SIIL subpopulation represented a very small population of Muller glia that could not be distinguished in retinal cross-sections.

**Fig. 8:**
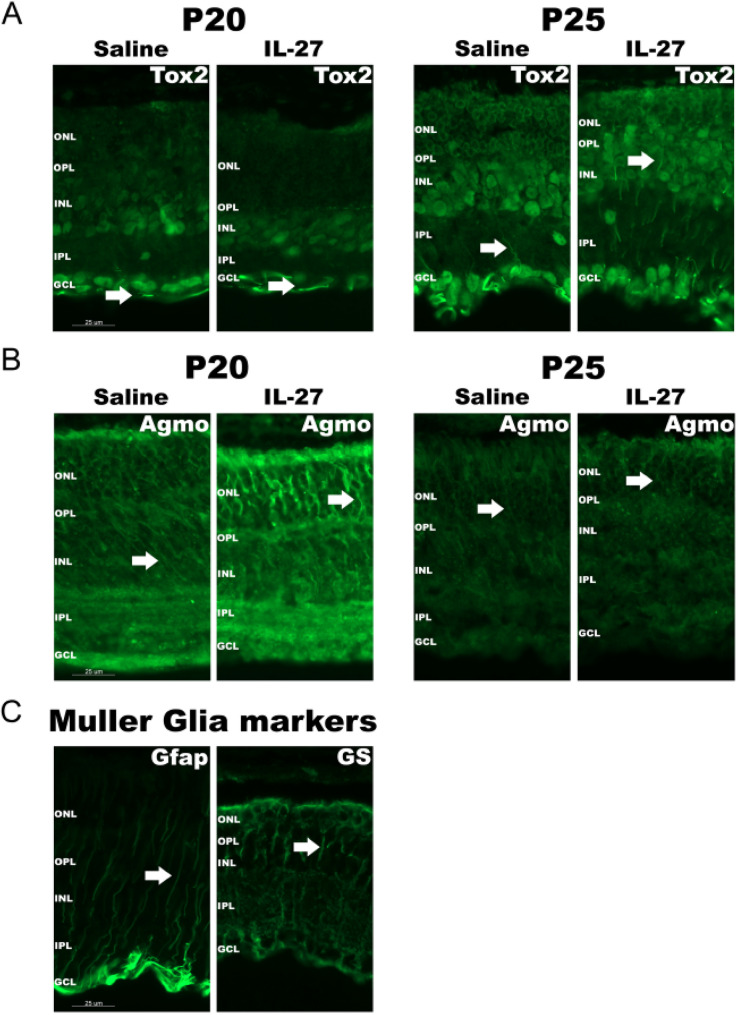
Immunodetection of Tox2 and Agmo. (**A**) Representative IHC images of retinal cryosections showing Tox2 expression at P20 and P25 in saline- and IL-27-treated rd10 eyes. Higher immunodetection of Tox2 in a pattern consistent with Muller glia radial processes (arrow) is observed in IL-27 treated retinas compared with control at P25. (**B**) Representative IHC images of retinal cryosections showing Agmo expression at P20 and P25 in saline- and IL-27-treated rd10 eyes. Intense immunodetection was shown at P20 in both treatments with minimal staining at P25. Detection of Agmo in a pattern consistent with Muller glial radial processes is indicated by the arrows. (**C**) Immunodetection of Muller glia markers GFAP and glutamine synthetase (GS) to demonstrate the morphologies of the glial radial processes (arrows). Retinal layers are indicated as follows: ONL, outer nuclear layer, OPL, outer plexiform layer, IPL, inner plexiform layer, INL, inner nuclear layer, GCL, ganglion cell layer. Scale bars, 25 µm

Nox4 was analyzed next because it was more highly expressed in the saline-specific Muller glia SIIL subpopulation compared to the other subpopulations. Nox4 induces reactive oxygen species in glia and promotes oxidative stress, inflammation and degeneration. Nox4 immunodetection was localized to the IPL, OPL and IS/OS in both IL-27 and saline injected mice at P20 and P25 (Supplemental Fig. 2). The other proteins that were examined, Dio2, Fbln1, Frmpd4, Glis1, Lsamp, Ninj2, Nostrin, Pou3f2 and Rorb, showed varying detection patterns, including in putative Muller glia radial processes, INL and other layers (Supplemental Fig. 3). Similar to Tox2 and Agmo, these proteins did not show differences in localization between treatments despite the snRNA-seq analysis demonstrating expression differences in the saline enriched subpopulation. These findings indicate that IL-27 modifies protein expression and localization within Muller glia, and future studies using RNAscope or flow cytometry will further investigate selective suppression of genes in the SIIL cluster 23 subpopulation.

## Discussion

In this study, we tested the hypothesis that reducing inflammation at early stages of retinal disease, prior to substantial photoreceptor loss, could prolong vision rescue. We demonstrated that IL-27 delivery to rd10 mice decreased inflammatory cytokines and induced sustained retina protection for at least four weeks after injection. Additionally, gene expression analysis two days after injection demonstrated that IL-27 led to suppression of a unique Muller glia subpopulation that expressed genes involved in cellular adhesion and extracellular matrix while lacking expression of inflammatory genes. These findings demonstrate that reducing reactive inflammation early in the pathology of retinal degeneration using IL-27 is sufficient for neuroprotection in rd10 mice for at least one month. Additionally, our results suggest that suppression of a reactive Muller glia subpopulation and regulation of critical glial signaling pathways contribute to the neuroprotective effect of IL-27.

A major goal of this study was to identify molecular and cellular mechanisms by which IL-27 induces photoreceptor survival. Consistent with the known function of IL-27 as an anti-inflammatory cytokine, we observed reduced pro-inflammatory cytokines and chemokines in retinas a week after IL-27 injection and in a microglial cell line treated with IL-27. The snRNA-seq analysis also indicated reduced inflammatory signaling in Muller glia and microglia. Although several anti-inflammatory cytokines were decreased in Il-27 injected eyes, the overall effect of IL-27 was anti-inflammatory and neuroprotective. Furthermore, CellChat analyses of the snRNA-seq data indicated several signaling pathways are altered by IL-27 in Muller glia, including multiple inflammatory pathways, and regulators of cellular migration, adhesion and extracellular matrix, suggesting potential mechanisms by which Muller glia contribute to the protective effect of IL-27. Therefore, our data suggests that reducing inflammatory pathways early in degeneration by delivering IL-27 reshapes the retinal microenvironment, establishing conditions that reduce inflammatory responses later in disease when photoreceptor death and inflammation are most pronounced.

Another potential mechanism of IL-27-mediated protection was suggested by previous studies showing IL-27 reduced apoptosis by inducing anti-apoptotic genes directly in neurons and other cell types [16, 64]. Although photoreceptors in rd10 mice show mild structural changes at the early timepoint assessed by snRNA-seq (P20), excessive cell death in rd10 mice is not observed until P25 and later [5, 33]. However, our snRNA-seq analysis detected differential expression of numerous cell survival genes, and the GO categories *regulation of apoptotic process* and *regulation of necroptotic cell death* were enriched in down-regulated genes in cone and rod photoreceptors. This finding suggests that during early pathologic changes, IL-27 regulates expression of cell survival genes that may contribute to a reparative and protective environment. Heat shock proteins hsp70 and hsp90 were also decreased in IL-27 injected eyes, indicating lower cell stress. Activation of inflammatory pathways during photoreceptor degeneration, for example by secretion of TNFα and other cytokines and oxidation of macromolecules, directly induces apoptosis and necroptosis [65]. IL-27 may directly inhibit cell death pathways or may indirectly block them by suppressing inflammation. Therefore, IL-27-induced suppression of cell death genes provides further evidence that IL-27 promotes establishment of a protective microenvironment that leads to photoreceptor protection when measured at least four weeks later. Future work will investigate how the differentially expressed cell death genes identified here contribute to IL-27-mediated photoreceptor protection.

Another interesting finding was that reduced translation and ATP synthesis/oxidative phosphorylation genes were observed in several cell types, including microglia and Muller glia. These results suggest that lower metabolic demand is associated with reduced inflammation and lower glial reactivity. Similarly, reduced metabolism and translation genes were also reported in snRNAseq analysis of Muller glia from AMD retinas [66]. Future studies will determine whether IL-27 directly or indirectly regulates mitochondria function and will further characterize the relationship between energy metabolism and IL-27-mediated retina protection.

A novel finding in this study was the disappearance of a Muller glia subpopulation that we named SIIL (which appears as the saline-specific Muller glia cluster 23 in Fig. 6) in IL-27 treated retinas early in degeneration. A potential role of this saline-specific/IL-27 suppressed Muller glia subpopulation is suggested by the finding that it has lower expression of inflammatory regulating genes, such as TLRs and chemokines, compared to other Muller glia. 

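Gfap was at 16.1 ± 5.97 CPM in SIIL and 51.3 ± 0.567 CPM in other Muller nuclei of the saline libraries (SD, n = 3 each), a log2FC of -1.81 (SE 0.24) with an adjusted p of 3.04e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Apoe was at 1468 ± 322 and 1548 ± 236 CPM (SD, n = 3), a log2FC of -0.09 (edgeR adjusted p 0.427) that turned to 0.03 without saline replicate 2. Stat2, Stat5a and Stat5b were lower in SIIL, with a log2FC of -1.11, -2.99 and -1.35 and edgeR adjusted p of at most 2.31e-04. Stat3 had a log2FC of -0.24 (0.0834) and was called without saline replicate 6 (-0.32, 0.0228, range 0.0228 to 0.396). Stat6 had a log2FC of 0.19 (0.628), which turned to -0.09 without saline replicate 1.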

The SIIL Muller glia subpopulation also showed down-regulation *of GFAP*,* Cralbp*,* Apoe* and *Stat* transcription factor genes, suggesting that they are a non-responsive and potentially non-protective population of Muller glia. Upregulated genes in the saline-specific Muller glia subpopulation include growth factors, adhesion proteins and extracellular matrix structural proteins, suggesting that these Muller glia may contribute to retinal remodeling and glial scarring during degeneration. Therefore, the SIIL subpopulation may represent Muller glia that do not mediate or contribute to immune signaling and are reduced when IL-27 promotes an anti-inflammatory environment. Suppression of the SIIL Muller glia subpopulation by IL-27 is consistent with neuroprotection and reduced remodeling in retinas that have lower photoreceptor death. Therefore, these findings suggest that IL-27 shifts Muller glia to a more damage-responsive phenotype, which may contribute to sustained photoreceptor protection. Future studies will determine whether these glia cells contribute to degeneration and whether their absence is required for IL-27-mediated protection.

Muller glia are heterogeneous, and subpopulations have been reported based on varying gene expression, function and location in mouse, zebrafish and human retinas, especially during retinal stress [67]. However, the significance of Muller glia heterogeneity to disease pathogenesis or intrinsic tissue repair is unknown. Several studies suggest that subpopulations of Muller glia may be responsible for responding to retinal damage. For example, in light-damaged zebrafish retinas, three Muller glia populations were identified that differed in proliferation capability and expression of Stat3 and other regeneration promoting genes [68]. Similarly, at least four Muller glia subpopulations that contribute to neuronal regeneration and glial replenishment were identified using scRNA-seq in damaged zebrafish retinas [69]. In the light-induced retinal damage model in mice, a Muller glia subpopulation that expressed growth factor and synaptogenesis related genes was identified 2 days after injury, suggesting a role in retinal repair [70]. An analysis of retinas from AMD patients [71] demonstrated three Muller glia subpopulations based on expression of key marker genes, and the NaIO3-induced AMD mouse model showed six Muller glia subpopulations [72]. However, comparison of the marker genes for the Muller glia subpopulations in Aredo et al. and Menon et al. studies to the seven clusters identified in the current study did not show similar differential expression patterns, suggesting distinct Muller glia subpopulations were present in the rd10 retinas.

To our knowledge, our study provides the first identification of Muller glia subpopulations that change in association with a neuroprotective treatment and highlights the dynamic nature of Muller glia heterogeneity and function under disease and treatment conditions. Given the essential roles of Muller glia in photoreceptor survival and retinal homeostasis, characterizing these heterogeneous Muller glia responses will be crucial to determining underlying mechanisms by which Muller glia protect, or fail to protect, retinal neurons. Future studies will characterize the dynamic properties of the different Muller glia subpopulations, their interactions with each other, with microglia and other inflammatory cells, and their functional roles during treatment. Additionally, IHC analysis on selected proteins differentially expressed in Muller glia subpopulations revealed intriguing results. For example, the immune transcription factor Tox2 and metabolic enzyme Agmo showed localization in Muller glia-like processes. Therefore, these proteins may play roles in Muller glia and are potentially involved in photoreceptor protection. Although IHC is semi-quantitative, there were differences in immunodetection of these proteins and others between treatments and timepoints. Future work will investigate the contribution of these proteins to IL-27 function. However, we did not detect localization of any of the proteins tested to a subset of Muller glia in the retina sections, which was likely due to the SIIL subpopulation representing a small number of cells in the retina, or that post-transcriptional regulation reduced expression differences among subpopulations.

## Conclusions

In conclusion, this study demonstrated that an early single intravitreal injection of recombinant IL-27 led to sustained photoreceptor survival and vision rescue at least four weeks after injection. IL-27 altered inflammatory pathways during retinal degeneration and suppressed genes involved in apoptosis, protein translation and metabolism, indicating complex multi-pathway mechanisms involved in IL-27-mediated neuroprotection. These findings predict that additional IL-27 injections or sustained delivery would continue to suppress damaging inflammation and lead to long-term photoreceptor survival. Furthermore, we demonstrated the novel finding that IL-27 resulted in suppression of a Muller glia subpopulation that expressed genes that mediate cellular adhesion and extracellular matrix and that have lower expression of inflammatory genes. Therefore, these findings suggest several mechanisms by which IL-27 functions to restore homeostasis and dampen retinal inflammation early in degeneration to mediate neuroprotection later in degeneration.

## Data Availability

All snRNA-seq gene expression data is deposited in the Gene Expression Omnibus (GEO), accession number GSE307302. Additional data generated in the current study are available from the corresponding author on reasonable request.

## Supplementary nformation

Supplementary Material 1. Supplemental Table 1: Primers used in the study.

Supplementary Material 2. Supplemental Table 2: Differential expression of genes from the SIIL Muller glia subpopulation that were examined by IHC.

Supplementary Material 3. Supplemental Table 3: Source data for CellChat pathway information flow analysis included in Figure 7c, generated with the function “rankNet.” The table includes aggregated, scaled, and relative pathway contributions by treatment group (Saline or IL27), sorted by p-values calculated with a two-tailed Wilcoxon test.

Supplementary Material 4. Supplemental Figure 1: Detailed overview of single-nucleus annotation of IL-27 murine retina with cell cycle analysis. (a-b) Uniform Manifold Approximation and Projection (UMAP) dimension reduction plot displaying 51,988 single nuclei annotated according to (a) unsupervised Louvain clusters (determined with resolution equal to 0.25) and to (b) detailed cell subtypes from reference-based mapping. (c) Stacked area plot exhibiting the composition of cells within unsupervised Louvain clusters according to major cell type.

Supplementary Material 5. Supplemental Figure 2. Immunodetection of Nox4. Representative IHC images of retinal cryosections showing Nox4 expression at P20 and P25 in saline- and IL-27 treated rd10 eyes. Retinal layers are indicated as follows: ONL, outer nuclear layer, OPL, outer plexiform layer, IPL, inner plexiform layer, INL, inner nuclear layer, GCL, ganglion cell layer. Scale bars, 25 µm.

Supplementary Material 6. Supplemental Figure 3. Representative IHC images of genes differentially expressed in the SIIL Muller glia subpopulation. Retinal cryosections were immunostained with antibodies against Dio2, Fbln1, Frmpd4, Glis1, Lsamp, Ninj2, Nostrin, Pou3f2 and Rorb. All saline and IL-27 images for a given gene were acquired at identical exposures; saline and IL-27 images were equivalently brightened for select genes (Fbln1, Frmpd4, Glis1, Lsamp, Ninj2 and Rorb) to enhance visualization of immunostaining patterns. Left labels indicate retinal layers: ONL = outer nuclear layer, OPL = outer plexiform layer, IPL = inner plexiform layer, INL = inner nuclear layer, GCL = ganglion cell layer. Scale bars = 25 µm.

Supplementary Material 7. Supplemental Figure 4. Negative control for IHC for a retina section from P20 demonstrating no background immunodetection with the secondary antibody.

## Abbreviations

IL-27: Interleukin-27
snRNA-seq: single nucleus RNA sequencing
ONL: Outer nuclear layer
OPL: Outer plexiform layer
IPL: Inner plexiform layer
INL: Inner nuclear layer
GCL: Ganglion cell layer
IRD: Inherited retinal diseases
P: Post-natal day
OMR: Optomotor response tracking,
ERG: Electroretinogram
GO: Gene ontology

# Supplementary material for: Interleukin 27-induced photoreceptor survival is associated with suppression of a novel Muller glia subpopulation
**Source:** Cell Commun Signal. 2026 Apr 16;24:302. doi: 10.1186/s12964-026-02885-1
**Supplement:** Supplementary file 1 — Supplementary Material 1. Supplemental Table 1: Primers used in the study.

**Table 1.** Primers used in this study.

| Gene Name     | Direction | Sequence 5'-3'          |
|---------------|-----------|-------------------------|
| Arg1          | Forward   | CTCCAAGCCAAAGTCCTTAGAG  |
| Arg1          | Reverse   | AGGAGCTGTCATTAGGGACATC  |
| Gal3          | Forward   | GTCCGGAGCCAGCCAACGAG    |
| Gal3          | Reverse   | CTGGTTCCCCCATGCGCCAG    |
| IL-1 $\alpha$ | Forward   | GTCAACTCATTGGCGCTTGA    |
| IL-1 $\alpha$ | Reverse   | CGTTGCTTGACGTTGCTGAT    |
| NOS2          | Forward   | CAGAGGACCCAGAGACAAGC    |
| NOS2          | Reverse   | TGCTGAAACATTTCTGTGC     |
| P2RY12        | Forward   | TACCCTACAGAAACACTCAAGG  |
| P2RY12        | Reverse   | AAGGTGGTATTGGCTGAGGTG   |
| TGF $\beta$   | Forward   | ACTGGAGTTGTACGGCAGTG    |
| TGF $\beta$   | Reverse   | GGGGCTGATCCCGTTGATTT    |
| TNF $\alpha$  | Forward   | CTGATGAGAGGGAGGCCATT    |
| TNF $\alpha$  | Reverse   | AGCACAGAAAGCATGATCCG    |
| TREM2         | Forward   | CAGCCCTGTCCCAAGCCCTCAAC |
| TREM2         | Reverse   | CTCCTCACCCAGCTGCCGACACC |

# Supplementary material for: Interleukin 27-induced photoreceptor survival is associated with suppression of a novel Muller glia subpopulation
**Source:** Cell Commun Signal. 2026 Apr 16;24:302. doi: 10.1186/s12964-026-02885-1
**Supplement:** Supplementary file 2 — Supplementary Material 2. Supplemental Table 2: Differential expression of genes from the SIIL Muller glia subpopulation that were examined by IHC.

| Gene ID | Gene Name                                   | SIIL Subpopulation |                 | Saline vs. IL-27 |             | Protein Class                 |
|---------|---------------------------------------------|--------------------|-----------------|------------------|-------------|-------------------------------|
|         |                                             | logFC              | adjusted Pvalue | logFC            | FDR         |                               |
| Fbln1   | Fibulin-1                                   | 7.901866707        | 0               | 2.7606699        | 7.42E-215   | Cell Adhesion Molecule / ECM  |
| Lsamp   | Limbic system-associated membrane protein   | -3.469653981       | 7.3225E-285     | -0.13040807      | 0.00018092  | Cell Adhesion Molecule        |
| Ninj2   | Ninjurin-2                                  | -3.623834561       | 7.58092E-11     | -0.1123791       | 0.157538033 | Cell Adhesion Molecule        |
| Agmo    | Alkylglycerol monooxygenase                 | -4.652132931       | 5.88122E-23     | -0.158747108     | 0.033344131 | Metabolic enzyme              |
| Dio2    | Type II iodothyronine deiodinase            | -5.064426121       | 1.46E-14        | -0.046849801     | 0.622492407 | Metabolic enzyme              |
| Nox4    | NADPH oxidase 4                             | 5.641068879        | 1.59E-89        | nd               | nd          | Metabolic enzyme              |
| Frrmpd4 | FERM and PDZ domain-containing protein 4    | 7.966895548        | 0               | 3.487345494      | 0           | Scaffolding (adaptor) Protein |
| Nostrin | Nostrin                                     | -5.645198632       | 1.27326E-12     | 0.050099         | 0.57106681  | Scaffolding (adaptor) Protein |
| Glis1   | Zinc finger protein GLIS1                   | -4.92971773        | 3.79044E-05     | -0.114168896     | 0.111976406 | Transcription Factor          |
| Pou3f2  | POU domain, class 3, transcription factor 2 | -5.322668099       | 0.000646988     | nd               | nd          | Transcription Factor          |
| Rorb    | Nuclear receptor ROR-beta                   | -3.657054006       | 1.7008E-294     | -0.21572264      | 2.69372E-12 | Transcription Factor          |
| Tox2    | TOX high mobility group box family member 2 | -4.056905925       | 9.1655E-126     | -0.156880615     | 0.000617996 | Transcription Factor          |

How the deposited data were processed for this re-analysis (not part of the article)

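The deposited values are UMI counts. The authors made them with Cell Ranger from single-nucleus libraries of rd10 retinas, and they deposited whole counts for every called barcode, without normalization. The authors then used Seurat, DoubletFinder, Harmony and an atlas for annotation, summed normalized counts by sample and cell type and tested the sums with DESeq2 and apeglm, and also tested each cell population over single nuclei with edgeR.

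The 6 libraries are 3 saline controls (replicates 1, 2 and 6) and 3 IL-27 libraries (replicates 4, 5 and 10). They held 9965, 8968 and 9481 barcodes for saline and 9423, 9277 and 9520 for IL-27, with 48260748, 43000264 and 46707861 UMIs and 40944248, 42528040 and 36678332 UMIs.

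Barcodes with more than 500 UMIs, at least 200 genes and under 5% mitochondrial counts were kept. Doublets were removed per library by Scrublet score (scanpy 1.11.5) at an expected rate of 8%, lowered by the homotypic share. The retained nuclei numbered 9161, 8238 and 8726 for saline and 8734, 8551 and 8781 for IL-27. Counts were scaled and log transformed, and 2000 variable genes, 25 principal components and 20 nearest neighbours went into Louvain clustering (igraph 0.11.9) at a resolution of 0.25 with seed 20, without integration. Clusters were named from fixed marker lists, with at least 3 markers of a class required. Muller nuclei were clustered again with 4000 variable genes and 10 components, without the genes called between treatments and without the genes named for the saline-enriched cluster, which was then identified by its mean of Fbln1, Frmpd4, Reln and Csmd3.

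Counts were summed per library over the nuclei of each cell type, leaving out nuclei over 2 median absolute deviations from the median log2 count. Genes were filtered with filterByExpr at 10 counts, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood) in R 4.3.3, with Benjamini-Hochberg adjustment per cell type and a threshold of 0.05. The saline-enriched cluster was tested against other Muller nuclei of the same saline library, with the library as a block, and counts of called genes leave out genes used for the clustering. Gene sets were fixed lists of ribosomal proteins, oxidative phosphorylation, mitochondrially encoded genes, heat shock, extracellular matrix, interferon response, cell death, phosphodiesterases and phototransduction. They were tested with camera (limma 3.58.1) at a correlation of 0.01, with adjustment over the sets of a cell type. Further lists were the immediate early genes, neuronal genes and 5 candidate sources of the saline-enriched nuclei. Receptor shares were also taken after thinning each nucleus to 1000 UMIs. Other tools were DESeq2 1.42.0, apeglm 1.24.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, sklearn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.

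Genes named one by one are every gene the paper names for these data, and, in Muller glia, rods, cones and microglia, up to 5 genes per direction with the smallest adjusted p past 0.05 whose 3 libraries of one group all lay above the other 3.

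Alternatives were DESeq2 and its shrunken estimates, its size factors in edgeR, library totals, no filter or a stricter filter on low counts, all nuclei summed, no doublet removal, a limit of 1% mitochondrial counts, ComBat, a resolution of 0.5, the share of the saline-enriched cluster as a covariate, Muller nuclei without that cluster, fry, an estimated correlation in camera, and each library left out in turn. Added after the values were seen were Xist as a covariate, clustering without the source lists, the mixed Muller nuclei kept, DESeq2 without the saline-enriched cluster, DESeq2 with each library left out and ligand tests without the filter.

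The fits were tested on simulated data, with counts of 200 genes changed by a log2 of 1.5. Each gene was drawn independently of the others. Differences shared by many genes of a library, such as the SIIL share, were therefore not simulated, and the recovery need not hold for the real libraries. In Muller glia IL-27 vs saline, edgeR recovered 182 (91%) with 15 false calls among 13969 genes, in rods 189 with 11 false among 13573, in cones 192 with 14 false among 11041, in microglia 167 with 14 false among 9046, and in the saline-enriched cluster against other Muller nuclei 175 with 3 false among 12710.

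Left out were RPE, for which no cluster met the rule, 3 clusters with 1404 nuclei that matched no class, and 144 mixed Muller nuclei. Some of the genes the paper names are not reported here. Cell-cell communication scores and pathway enrichment by the authors' tools were not analysed here; expression of the ligand and receptor genes was compared instead.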

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

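The tests of where SIIL nuclei came from, of ciliary margin tissue, of blood and sex for the interferon response, and of other splits of the libraries were chosen after the results were seen; the tests of free RNA and of depth were set earlier.

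Genes of the non-pigmented ciliary epithelium had a median log2FC of 4.29 in SIIL against other Muller nuclei, a signal in genes the paper does not discuss. Of 11 tested genes 9 were called higher and 2 lower (camera adjusted p-value 5.61e-07, fry 1.82e-04, and 0.127 with an estimated correlation). Of the 12 list genes, 9 reached 10 CPM in SIIL, 4 in other Muller nuclei and 6 in astrocytes. The most abundant were Col9a1 at 1198 CPM (1744 in other Muller nuclei), Tgfb2 at 551 (681) and Zic1 at 461 (12.0), followed by Lrp2 at 163 (51.5), Bmp4 at 116 (0.547), Otx1 at 62.2 (0.046), Zic2 at 60.6 (3.06) and Wfdc1 at 45.0 (1.96).

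The tables argue against astrocytes, stromal fibroblasts and droplets with a further nucleus as sources. Astrocyte genes were lower (median log2FC -1.58, 3 of 4 tested genes called lower; 5.18 CPM against 20.6 in other Muller nuclei and 96.0 in astrocytes), with Aldh1l1 at 21.9 and Gfap at 16.3. Stromal fibroblast genes had a median of 0.797 CPM against 14.7 in pericytes, with Col1a2 at 63.4 but Dcn at 0.399. Droplets holding a Muller nucleus and another nucleus would keep much of the Muller marker level, and the 11 markers had a median log2FC of -2.15. Nuclei of the non-pigmented ciliary epithelium remain a candidate source, at 4.29, and pigmented epithelium and lens cannot be told apart from it because no group is made up of such nuclei. The pigmented list had a median of 3.59 CPM in SIIL against 0.479 in other Muller nuclei and 26.6 in the 144 mixed nuclei set aside from Muller glia, with Mitf at 73.3 (91.5 in the mixed nuclei), Tyrp1 at 39.1 (11.8) and Oca2 at 20.7 (41.3) but Dct at 4.78 (161) and Tyr at 0.797 (45.7), and the mixed nuclei also hold rod and Muller genes; its 3 tested genes were all higher (median log2FC 5.42, camera adjusted p-value 8.13e-04). Lens genes had a median of 6.58 CPM against 1.21 in other Muller nuclei, 4.56 in rods and 3.99 in microglia, and of 3 tested genes 1 was called higher and 1 lower (median log2FC 0.491, camera adjusted p-value 0.554). A state of Muller glia that expresses these genes was not tested.

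If SIIL nuclei came from the ciliary margin, the SIIL share could follow how much of that tissue each library held. Nuclei with the pigmented list against the SIIL share gave Pearson's r 0.341 over 6 libraries (exact permutation p 0.483; Spearman's rho 0.543, p 0.297; r 0.265 without saline replicates 1 and 2; adjusted p-value 0.604 in a family of 5). The non-pigmented list gave r 0.615 (exact permutation p 0.164, Spearman's rho 0.771 with p 0.103, adjusted p-value 0.407), but r -0.138 without saline replicates 1 and 2. Nuclei with either list outside SIIL were more numerous in each saline library than in each IL-27 library. They numbered 64 to 82 against 50 to 62 for the pigmented list and 1147 to 1339 against 927 to 1117 for the other. The order of the groups goes with the tissue explanation, but IL-27 replicate 10 goes against it. That library had the fewest such nuclei on both lists, 50 and 927, and an SIIL share of 12.3% of Muller nuclei. A nucleus was counted with UMIs of at least 2 list genes, so the counts also depend on depth. Depth was lowest in IL-27 replicate 10, at a median of 2782 UMIs, and was not adjusted for. Both ciliary lists read the tissue poorly: 927 to 1339 nuclei per library outside SIIL carried the non-pigmented list, which retinal nuclei express in part, and Mitf of the pigmented list was at 87.7 CPM in AC. Tissue taken and treatment cannot be told apart for the share with 6 libraries, and an effect of IL-27 stays open.

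Interferon-response genes were higher with IL-27 in BC (median log2FC 0.476, 41 of 41 genes) and HC (0.480, 18 of 18), cell types for which the paper does not discuss these genes. The mean shift over BC and HC was -0.217, 0.008 and -0.622 in saline replicates 1, 2 and 6 and -0.286, 0.342 and 0.776 in IL-27 replicates 4, 5 and 10, so the groups overlapped. Sex is argued against by a range of 1.40 in this shift over the 4 libraries without Xist. Blood in the sample cannot be told apart from treatment (hemoglobin level, Pearson's r -0.225, exact permutation p 0.669; Spearman's rho -0.429, p 0.419; r -0.16 without saline replicate 1 and IL-27 replicate 4). Depth cannot be told apart either (median UMIs, Pearson's r -0.585, exact permutation p 0.233; Spearman's rho -0.486, p 0.356; r -0.69 without IL-27 replicates 4 and 10). Both have an adjusted p-value of 0.669 in a family of 3, and 6 libraries are too few to decide. A camera p as small came from 4 of 10 splits of the libraries in BC and 1 of 10 in HC. An effect of IL-27 stays open and was not tested apart from these.

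Prss56 was higher with IL-27 in rods (log2FC 3.71, edgeR adjusted p-value 0.00447) and AC (4.44, 0.0190), cell types in which the paper does not report it. No gene was called in rods without saline replicate 1 or 6, or in AC without any saline replicate or without IL-27 replicate 4. In the IL-27 libraries Prss56 reached 14.2% of its Muller level in rods and 3.23% in AC, where 11 Muller markers reached 3.03 to 115% (median 18.3) and 0.907 to 22.0%. Adamts19, also higher with IL-27 in Muller glia, reached 1.04% and 0.724%, under the range of the markers in both. In microglia, cones and BC Prss56 reached 9.29%, 8.10% and 4.63%. Over rods, microglia, cones, BC and AC its order was that of the marker medians (18.3, 15.0, 9.31, 6.42 and 5.48%). Adamts19 was under the range of the markers in each. Cones had a log2FC of 4.10 for Prss56, not called (edgeR adjusted p-value 0.0531). The ratios for Prss56 go with free RNA from Muller nuclei, and those for Adamts19 show how far genes differ in it. Expression in rods or AC was not separated from free RNA. As many genes were called in 1 of 10 splits of the libraries in rods and in 2 of 10 in AC.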

How the results depend on the processing

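The tests with Xist as a covariate, the mixed nuclei kept, DESeq2 with a library or the SIIL cluster left out, source lists left out of the clustering, and ligand genes with no filter were chosen after the results were seen; the other alternatives were set before the data were examined.

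Over 108 results and 1290 alternative values, 997 kept direction and call. Of single genes, 148 values changed without turning (37 weaker, 109 stronger and 2 moved), in 30 genes or levels, and 14 turned, in 9 genes. In all, 38 results changed under no alternative. For the 23 named genes of Muller glia, 443 of 584 values stayed, 31 were weaker, 105 stronger and 5 turned; for the 26 named genes of SIIL, 152 of 155 stayed, 0 were weaker, 1 was stronger and 2 turned. DESeq2 gave no adjusted p for 4 values, which are not counted. No paired analysis was possible because the groups share no replicate numbers: saline has 1, 2 and 6, and IL-27 has 4, 5 and 10. The cause of a change was not tested unless stated.

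In Muller glia, 3 genes were called higher and 2 lower. Higher genes numbered 31 with DESeq2, 18 with no filter on low counts, 15 with the SIIL share as a covariate, 5 without the SIIL cluster and 18 without it in DESeq2. Leaving out libraries gave 0 (without saline replicate 1 or 2) to 89 (without IL-27 replicate 10), and with DESeq2 8 to 91. Lower genes numbered 75 with DESeq2, 87 with no filter, 4 with all nuclei summed, 1 with 10 counts in every library, 1 with ComBat, 1 with library totals, 1 with the mixed nuclei kept, 0 with the SIIL share as a covariate, 0 with Xist as a covariate, 0 without the SIIL cluster and 1 without it in DESeq2. Leaving out libraries gave 0 to 305 (without IL-27 replicate 10), and with DESeq2 16 to 294.

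In rods 1 gene was called, 2 with DESeq2 and 7 with no filter, and 0 to 2 without single libraries. In cones 0 were called (188 higher and 216 lower at an unadjusted p under 0.05), 1 with DESeq2 size factors, 2 with no filter, and 0 to 3 (without saline replicate 1). In BC 0 were called (219 and 235), 2 with DESeq2 and 1 with no filter, and 0 to 1. In HC 0 were called (223 and 154), 24 with no filter, and 0 to 13 (without IL-27 replicate 4). In RGC 0 were called (192 and 268), 1 with DESeq2 and 3 with no filter, and 0 to 1. In AC 1 was called, and 0 to 1 without single libraries. In microglia 2 were called, 23 with no filter, and 2 to 4 (without saline replicate 2). In astrocytes 0 were called (65 and 69), 17 with no filter, and 0 to 2; in endothelial cells 0 (40 and 44), 32 with no filter, and 0 to 2; in pericytes 0 (20 and 12), 17 with no filter, and 0 to 1.

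Between SIIL and other Muller nuclei 1489 genes were higher, 661 with DESeq2, and 952 (without saline replicate 1) to 1461 without single libraries. Lower genes numbered 2309, 1463 with DESeq2, and 1820 to 2312. The SIIL share differed by -12.7, and by -16.4 (without IL-27 replicate 10) to -10.6 without single libraries. Of ligand and receptor tests 0 were called (8 at an unadjusted p under 0.05), 1 with DESeq2, 3 with no filter, and 0 to 2 (without IL-27 replicate 10).

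For gene sets, fry and an estimated correlation left each median unchanged by construction and removed each call. Such medians were -0.060 for ribosomal proteins in rods, -0.071 in cones, -0.329 in Muller and -0.262 in microglia, -0.186 for oxidative phosphorylation in Muller and -0.250 in microglia, -0.125 for heat shock in rods, -0.222 in cones, -0.207 in AC and -0.137 in RGC, -0.038 for phototransduction in rods and -0.291 in cones, 0.335 for interferon response in Muller, 0.476 in BC and 0.480 in HC, and -0.078 for extracellular matrix in Muller.

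Without single libraries, ribosomal proteins ran from -0.154 to -0.002 in rods (calls lost at -0.039, -0.035 and -0.002), from -0.162 to -0.023 in cones (lost at -0.029, -0.046, -0.039 and -0.023), from -0.475 to -0.223 in Muller and from -0.409 to -0.117 in microglia. With all nuclei summed they lost the call in cones at -0.050, and without the SIIL cluster in Muller at -0.036. Oxidative phosphorylation ran from -0.325 to -0.093 in Muller and from -0.372 to -0.146 in microglia. Heat shock ran from -0.167 to -0.072 in rods (lost at -0.095 and -0.088, and at -0.045 with all nuclei summed), from -0.325 to -0.120 in cones, from -0.212 to -0.112 in AC and from -0.179 to -0.125 in RGC.

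Phototransduction in rods ran from -0.102 to 0.018, a turn without IL-27 replicate 5, and lost the call at -0.044, -0.017 and -0.085 without saline replicates 1, 2 and 6 and at -0.040 with all nuclei summed. In cones it ran from -0.411 to -0.061, the latter without a call. Cell death in cones ran from -0.166 to -0.045 and was called at -0.109 without IL-27 replicate 4. Phosphodiesterases in Muller ran from -0.031 to 0.118 and turned at -0.031 and -0.025. Interferon response ran from 0.095 to 0.653 in Muller (call lost at 0.095), from 0.200 to 0.931 in BC and from 0.371 to 0.846 in HC. Extracellular matrix in Muller ran from -0.139 to -0.029 and turned to 0.031 without the SIIL cluster.

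Il27 moved from rank 3 to rank 9 in HC with the thinned share. That share rests on 7 of 485 nuclei (0.582 to 2.95%), so the thinned rank is uncertain, and the cause of the move was not tested. Turned log2FC were 0.492 for Bmp7, 0.350 for Adamts9 and 0.454 for Nid2 with the SIIL share as a covariate, and 0.941 for Adamts9 without the SIIL cluster (0.944 with DESeq2). Without single libraries Nrxn2 ran from -0.329 to 0.086, Gabbr1 from -0.18 to 0.044 (0.015 without IL-27 replicate 5), Gabbr2 from -0.255 to 0.014 (0.004 without saline replicate 6), Cspg4 in pericytes from -0.115 to 0.490 (-0.097 without IL-27 replicate 4), Apoe in SIIL from -0.199 to 0.031 and Stat6 in SIIL from -0.087 to 0.481.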

Differences from the paper's values

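The fits of DESeq2 that left out 1 library each, and DESeq2 without the SIIL cluster, are tests chosen after the values were seen.

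Of 35 values compared, 11 differ. The paper's counts for Muller glia are 34 genes higher and 212 lower, against 3 and 2 with edgeR here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's higher genes (31) and the other 15 did not (0 to 89); for the lower genes edgeR without IL-27 replicate 10 did (305) and the others did not (0 to 87). Among fits chosen after seeing the values, DESeq2 called 34 genes higher without IL-27 replicate 5 and 36 without IL-27 replicate 4, and 294 lower without IL-27 replicate 10.

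For Bmp2 the paper's log2FC in Muller glia is -3.50, against -2.61 here. Of the alternatives set before the data were examined, only DESeq2 came within 1 SE, by a larger SE and with the estimate unchanged (-2.61), and the other 14 (-3.99 to -0.003) did not. The other 12 log2FC compared in Muller glia did not differ.

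For SIIL against other Muller nuclei 8 of 12 log2FC differ, in that the paper's value lies more than 1 SE of the fit away. Each is given with the alternatives set before the data were examined. The paper's methods name a Wilcoxon test over single nuclei for cluster markers, whereas sums over the 3 saline libraries were compared here. These are unlike measures, and 1 SE leaves out the error of the paper's value. A difference by this rule is therefore no sign of a conflict. The paper's value for Fbln1 is 7.90, against 8.11 here; it was within 1 SE without saline replicate 6 (7.81) and with DESeq2, whose estimate was unchanged (8.11) and whose SE is larger, and not with the other 4. None of the 6 came within 1 SE for Lsamp (the paper's -3.47, -3.85 here), Frmpd4 (the paper's 7.97, 8.90 here) or Rorb (the paper's -3.66, -4.04 here). For Ninj2 (the paper's -3.62, -4.53 here) only the fit without saline replicate 1 did (-3.75), and for Nostrin (the paper's -5.65, -5.10 here) only DESeq2 (-5.24). For Agmo (the paper's -4.65, -4.20 here) and Dio2 (the paper's -5.06, -4.58 here), DESeq2 (-4.30 and -4.72) and the fit without saline replicate 1 (-5.05 and -5.53) did, and the other 4 did not. Ninj2, Nostrin and Dio2 lay at 0 to 2.82 CPM in the SIIL libraries and Agmo at 2.16 to 6.89, so these folds rest on few counts. The cause of the gaps was not tested.

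Of the 22 genes the paper names as changed in Muller glia, 21 had the paper's direction here and 3 were called by edgeR. The paper counts Nectin3 in a set that rose with IL-27, and it was lower here (log2FC -0.61). Of the 19 genes that edgeR did not call, DESeq2 called Ror2, Nkd1, Rdh10, Nav1, Ano1, Calcrl, Trim9, Tjp1, Nectin3 and Frmd4b. Without IL-27 replicate 10 edgeR called these 10 and Trim2, Sel1l3, Chn2, Bmp2, Sned1, Bmp7, Adamts9 and Nid2. With no filter on low counts it called Ror2, Nkd1, Rdh10, Nav1, Ano1, Calcrl, Nectin3, Bmp2 and Sned1, with the SIIL share as a covariate Ror2, Nkd1 and Calcrl, and without the SIIL cluster Ror2. DESeq2 without the SIIL cluster, chosen after seeing the values, called Ror2, Nkd1 and Rdh10. DESeq2 without IL-27 replicate 10, also chosen after seeing the values, called the 10 genes that DESeq2 called on all libraries and Trim2, Chn2, Bmp2, Sned1, Bmp7, Adamts9 and Nid2. Such a fit called Bmp2 also without IL-27 replicate 4, and each of those 10 genes in further fits of this kind.

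The paper describes the SIIL cluster as nearly missing after IL-27; it made up 12.3% of Muller nuclei in IL-27 replicate 10. Counts of gene classes in the cluster leave out the variable genes used for the clustering, which can include the genes that differ most, so they limit any comparison with the paper. The paper reports the cluster as rich in matrix genes; the 29 genes of the fixed set left had a median log2FC of 0.10 with 12 called higher and 11 lower, and they were called by fry (0.0130) but not by camera (0.128) or with an estimated correlation (0.301). It reports motor proteins as raised there; of 26 kinesin and dynein genes 1 was called higher and 9 lower. It reports chemokine and interleukin genes as reduced there; of 6 chemokine genes 0 were called higher and 1 lower, and of 11 interleukin and receptor genes 2 were called higher and 2 lower. Apoe (-0.09), which the paper includes among lower genes, was not called. The paper reports cell death genes as lower in cones; the fixed set had a median log2FC of -0.06 and was called only without IL-27 replicate 4 (-0.11). It reports weaker fibronectin signaling with IL-27; Fn1 was higher in 4 of 7 cell types and lower in 3 (log2FC -0.45 in endothelial cells to 0.56 in microglia, 0.54 in Muller glia), with 0 called, except Muller glia without IL-27 replicate 10. It reports stronger heparan sulfate proteoglycan signaling over the retina; Hspg2 was higher in 2 of 3 cell types (0.53 in endothelial cells) and lower in Muller glia (-0.77), with 0 called.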

Other observations

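The tests of the SIIL share for the higher genes and for the gene sets, of free rod RNA, of mixed droplets and Zmat4 in microglia and of other splits were chosen after the results were seen; the tests of the lower genes, of sex, of the neuronal genes and of handling were set earlier.

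All 75 genes that DESeq2 called lower in Muller glia were called higher in SIIL than in other Muller nuclei, as were 304 of 304 tested genes that edgeR called lower without IL-27 replicate 10, against 21.9% of all tested genes. Of higher genes, 22 of 28 tested that DESeq2 called and 76 of 83 that edgeR called without IL-27 replicate 10 were lower in SIIL, against 22.0% of all. Fewer SIIL nuclei in the IL-27 libraries would give these directions, but direction alone does not show how much of each change they account for. Without the SIIL cluster DESeq2 called 18 genes higher, against 31 with it, and 1 lower, against 75. With the SIIL share as a covariate Ltbp2 and Gm39075 kept a log2FC of -2.56 and -3.95, while Bmp7, Adamts9 and Nid2 turned positive. For Prss56, Adamts19 and Atp2b4, of which 2 were lower in SIIL, the largest edgeR adjusted p-value without the SIIL cluster was 0.0259. For these genes the tables argue against fewer SIIL nuclei as the whole cause. They also argue against sex: each group held 1 library high in Xist, and the lowest IL-27 library stood at least 1.62 times above the highest saline library. With Xist as a covariate the edgeR adjusted p-value was 0.0435 for Prss56 and Adamts19 and 0.0824 for Atp2b4. An effect of IL-27 on these genes stays open.

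Without the SIIL cluster the median log2FC in Muller glia was -0.036 for ribosomal proteins and 0.031 for extracellular matrix genes, which is consistent with fewer SIIL nuclei as the source of both shifts. For oxidative phosphorylation it was -0.108, where the SIIL share and a change within the other nuclei cannot be told apart because part of the shift is left. Free rod RNA, read as phototransduction genes in inner neurons, stays open for this set too. Pearson's r was 0.828 over 6 libraries (exact permutation p 0.0583, adjusted p-value 0.117) and 0.526 without IL-27 replicates 5 and 10. Spearman's rho was 0.771 (exact permutation p 0.103). Mitochondrially encoded genes had a median log2FC of -0.35 in Muller glia (13 of 13 lower).

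Neuronal genes had a median log2FC of -0.379 in microglia, with 184 of 243 tested genes lower with IL-27. Their share of counts was 1.76 ± 0.289% with IL-27 and 2.30 ± 0.348% in saline (SD, n = 3 each, exact permutation p 0.2). The groups overlapped, as IL-27 replicate 10 (2.01%) lay above saline replicate 1 (1.96%). For the same list the median log2FC was 0.188 in endothelial nuclei, 0.055 in astrocytes, 0.034 in Muller glia and -0.098 in pericytes. The share of counts overlapped between groups in each of these types, so free neuronal RNA is not ruled out. Droplets holding a microglial nucleus and a neuronal nucleus cannot be told apart from a change in microglia. Nuclei at 10% neuronal counts made up 2.35 ± 1.03% with IL-27 and 2.29 ± 0.816% in saline (exact permutation p 0.9), with 4 to 8 such nuclei per library, too few to decide. Leaving them out removes the neuronal counts being measured, whatever their origin, and the Zmat4 level that was left, 4.07 ± 1.99 CPM with IL-27 against 10.9 ± 6.13 in saline, overlapped between groups within its spread and keeps Zmat4 open too.

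Heat shock genes were lower with IL-27 in AC and RGC. Immediate early genes were lower too, with a median log2FC of -0.454 in AC (9 of 9 genes, exact permutation p 0.1) and -0.545 in RGC (8 of 9, exact permutation p 0.1), and of 0.079 in rods. This is consistent with stress from handling the tissue, and an effect of IL-27 stays open and untested.

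Oxidative phosphorylation in microglia was compared with free RNA from rods, read as phototransduction genes in inner neurons (Pearson's r 0.871 over 6 libraries, exact permutation p 0.0139; Spearman's rho 0.886, p 0.0333; r 0.757 without IL-27 replicates 5 and 10; adjusted p-value 0.0556 in a family of 4). Free rod RNA cannot be told apart from treatment, with 6 libraries and an adjusted p-value above 0.05.

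In Muller glia the second principal component set saline replicate 2 (-6.80) and IL-27 replicate 5 (-6.17) apart from the other libraries. Without Xist, Tsix and Y genes the second component held 19.2% of the variance and placed them at -0.685 and 0.44, which is consistent with the sex of the animals. Hbb-bs was at 155 CPM in IL-27 replicate 4.

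The 6 libraries can be split into 3 against 3 in 10 ways, so the share of splits with a result as large, the real one included, cannot fall under 10%. As many genes were called in 1 split in Muller glia and 1 in microglia, and in 10 in cones, BC, HC, RGC, astrocytes, endothelial cells and pericytes, where the real split called 0 genes. Of 4 swaps of SIIL and other nuclei within the saline libraries, 1 gave as many genes. A camera p as small came from 5 splits for ribosomal proteins in rods, 6 in cones, 3 in Muller and 4 in microglia, from 4 for oxidative phosphorylation in Muller and 2 in microglia, and from 1 for heat shock in rods, 2 in cones, 1 in AC and 1 in RGC. It came from 3 for cell death in cones, 9 for phototransduction in rods and 3 in cones, 8 for phosphodiesterases in Muller, 5 for interferon response in Muller and 1 for extracellular matrix in Muller.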
